# T Lymphocytes Influence the Mineralization Process of Bone

**DOI:** 10.3389/fimmu.2017.00562

**Published:** 2017-05-24

**Authors:** Thaqif El Khassawna, Alessandro Serra, Christian H. Bucher, Ansgar Petersen, Claudia Schlundt, Ireen Könnecke, Deeksha Malhan, Sebastian Wendler, Hanna Schell, Hans-Dieter Volk, Katharina Schmidt-Bleek, Georg N. Duda

**Keywords:** bone healing, collagen I, T lymphocytes, immune cells, mineralization

## Abstract

Bone is a unique organ able to regenerate itself after injuries. This regeneration requires the local interplay between different biological systems such as inflammation and matrix formation. Structural reconstitution is initiated by an inflammatory response orchestrated by the host immune system. However, the individual role of T cells and B cells in regeneration and their relationship to bone tissue reconstitution remain unknown. Comparing bone and fracture healing in animals with and without mature T and B cells revealed the essential role of these immune cells in determining the tissue mineralization and thus the bone quality. Bone without mature T and B cells is stiffer when compared to wild-type bone thus lacking the elasticity that helps to absorb forces, thus preventing fractures. In-depth analysis showed dysregulations in collagen deposition and osteoblast distribution upon lack of mature T and B cells. These changes in matrix deposition have been correlated with T cells rather than B cells within this study. This work presents, for the first time, a direct link between immune cells and matrix formation during bone healing after fracture. It illustrates specifically the role of T cells in the collagen organization process and the lack thereof in the absence of T cells.

## Introduction

Bone is capable of regeneration, but the process that leads to scarless restoration of form and function is highly complex and prone to failure (1). Even today delayed and non-union following bone injury represent a clinical problem that results in strongly reduced quality of life for affected patients (2). Despite the progress in characterizing molecular and cellular elements of the bone regeneration cascade, the distinct aspects that are altered in compromised patients remain so far unclear. The need to understand the correlation of systemic diseases that influence the immune reaction to bone healing remains.

Only recently the tight interplay of the skeletal and immune system has been described and recognized as a key element of the bone healing cascade (3). The current understanding of this interplay, however, is rather controversially discussed. On one hand, lymphopenic mice display a seemingly better healing after injury (4). On the other hand, several studies attribute either a positive or negative role to T and B cells in bone biology, autoimmunity, and fracture repair. Activated T cells are responsible for causing bone loss during rheumatoid arthritis (5) and postmenopausal osteoporosis (6), and CD8^+^ memory/effector T cells have been linked to delayed bone healing (7).

It is also known that fracture repair starts with a pro-inflammatory reaction which is essential for triggering the healing cascade (8), that macrophages are essential for successful bone regeneration (9), that osteoblast maturation is triggered by T-lymphocytes (10), and that regulatory T cells cause higher bone mass (11) and enhance bone repair (12). B and T cells are producers of osteoprotegerin (OPG) and receptor activator of NF-kB ligand (RANKL) influencing the osteoclastogenesis, and they are present in high numbers during the remodeling process that reorganizes bone structure toward its final mechanical strength and competence (13). The above-described detrimental or beneficial effects address different phases of bone formation and healing, but their detailed interplay remains so far unknown. Specifically, the distinct role of T and B cells during bone healing appears to be unclear. From previous experiments, we could identify that the absence of mature B and T lymphocytes accelerated fracture healing (4).

In this work, we ascertain whether such changes in bone repair are dependent on either T or B cells. Furthermore, we analyzed the implications of a changed matrix formation on the quality of newly generated bone and on the underlying osteoblast activity.

## Materials and Methods

### Experimental Design

To assess the global role of T and B cells in bone function, structure, and regeneration process, a mouse model of recombination activating gene 1 homozygous knockout (RAG1^−/−^) (C57BL/6N background; Bundesinstitut für Risikobewertung, Berlin, Germany) was used. RAG1^−/−^ mice lack both mature T and B cells (14). The differentiation of T and B cells in these mice is arrested at an early stage due to their inability to perform V(D)J recombination. Discrepancies in bone architecture and function between the RAG1^−/−^ mice and wild-type (WT) controls (C57BL/6N, Charles River Laboratories, Wilmington, MA, USA) were assessed on various levels: bone biomechanics, by biomechanical torsional testing, morphology by micro computed tomography (microCT) analysis and histological staining, and differential gene expression by microarray, qPCR analysis, and flow cytometry.

Bone healing phases in both groups were investigated by creating a unilateral closed fracture in the diaphysis of the left femur according to Bonnarens and Einhorn (15). Fracture healing was assessed on an 8-week-old male at (day = D) D3, D7, D14, D21, and D28 after surgery.

Furthermore, the individual role of each T and B cells in the cartilaginous callus formation (D7) was investigated. A group of T cell receptor β and δ chain homozygous knockout (TCRβδ^−/−^) mice (16) (*n* = 8) (AG Löhning, Charité – Universitätsmedizin Berlin) was investigated at D7 post fracture. Through knockout of genes in the beta- and delta-chain of the T cell receptor, T cells in these animals were unable to express functional receptors that induce cell apoptosis. Bone healing without the influence of T cell was investigated in this group. On the other hand, a second group of immunoglobulin heavy chain, joining region homozygous knockout (JHT^−/−^) mice (17) (*n* = 8) (Bundesinstitut für Risikobewertung, Berlin, Germany) was investigated 7 days post fracture to analyze healing without B cells. These mice harbor a deletion mediated by cre-loxP resulting in the loss of the exons encoding the joining region and the intron enhancer of the immunoglobulin heavy chain locus (IgH). The JHT^−/−^ mice fail to produce functional B-cells as they lack the gene for the assembly of the heavy chain for the production of antibodies.

Adhering to the 3R principles, sample sizes were kept as small as possible—results were confirmed by using different analyzing methods.

### Surgical Procedure

During the operation, mice were anesthetized with 2.5% isoflurane/oxygen and received pain medication [buprenorphine 1 mg/kg BW intraperitoneally (i.p.), Reckitt Benckiser, Mannheim, Germany]. After opening the skin and the knee joint the patella was dislocated to the lateral side. Through the distal end of the femur a passage for the intramedullary pin was created using a hollow needle (Microlance 3, 0.55 mm × 25 mm, BD Drogheda, Ireland). This needle was removed and an intramedullary pin (Thermo spinal needle 17, 0.5 mm × 0.9 mm, TERUMO EUROPE N. V., Leuven, Belgium) was inserted into the bone marrow cavity.

All experiments were carried out with ethical permission according to the policies and principles established by the Animal Welfare Act, the National Institutes of Health Guide for Care and Use of Laboratory Animals, and the National Animal Welfare Guidelines and were approved by the local legal representative animal rights protection authorities (Landesamt für Gesundheit und Soziales Berlin: G 0206/08).

### Biomechanical Testing

To study the initial mechanical properties, torsional testing was carried out on the intact contralateral femora of WT and RAG1^−/−^ animals (*n* = 18 per group). The proximal and distal ends of the femur were embedded into the holding pots using polymethyl methacrylate. Using a laser line, femora were aligned parallel to the loading axis and centered into the holding pots. Bones were brought to the point of failure under torsional loading setup of 0.5°/s and 0.3 N axial preload (BOSE ElectroForce 3200 test system, Eden Prairie, MN, USA). Torque of failure (M_max), degree of torsion (angle-at-max), energy at break, and stiffness were evaluated for the intact contralateral bones.

### X-Ray Micro Computed Tomography (microCT) Analyses

Mineralized tissue has been analyzed using microCT. Therefore, the femur was isolated from untreated animals or from the contralateral side of animals that received a fracture (WT *n* = 56, RAG1^−/−^ *n* = 39). Femora were scanned with a fixed isotropic voxel size of 10.5 µm (VivaCT, Scanco Medical AG^®^, Switzerland, 70 kVp, 114 µA). The scan axis equaled the diaphyseal axis of the femora. A diaphyseal volume of interest with a size of 630 slices was analyzed with a global threshold of 190 mg HA/cm^3^. All analyses were performed on the digitally extracted callus tissue using 3D distance techniques (Scanco^®^ software, Switzerland) (18).

### Sample Preparation for Histological Analyses

To analyze tissue formation over the course of healing a histological analysis was performed according to the targeted test. Femora were harvested at D3, D7, D14, D21, and D28 of healing from the WT and RAG1^−/−^ mice for paraffin embedding (*n* = 8 per time point and group). Briefly, bones were harvested with little surrounding muscle tissue and fixated in 4% paraformaldehyde (PFA) at 4°C for 48 h. Afterward, decalcification was done for 3 weeks in a 1:1 solution of 4% PFA and 14% EDTA at 4°C. After dehydration bones were embedded in paraffin and cut into 4 µm sagittal slices.

Furthermore, femora of WT and RAG1^−/−^ mice were also harvested at 7, 14, and 21 days post fracture (*n* = 3 per group and time point) for plastic embedding. Briefly, femora were fixed with 4% PFA for 48 h, dehydrated, and plastic embedded (Technovit^®^ 9100 neu, Heraeus Kulzer GmbH, Wehrheim, Germany), and then 7 µm sagittal slices were prepared.

Another set of animals from WT, JHT^−/−^, and TCRβδ^−/−^ groups (*n* = 3 per group) were collected at 7 days post fracture processed for cryo-sectioning. Briefly, bones were harvested and fixed in 4% PFA for 2 h at 4°C. Afterward, the bones were treated in increasing concentrations of sucrose solution 10%, 20%, and finally 30% for 24 h each at 4°C. Bones were then embedded in SCEM cryo-embedding medium (Section Lab Co Ltd., Yokohama, Japan). Cryostat sections of 7 µm were cut sagittal using the Leica CM3050S Cryotom (Leica Microsystems, Nussloch GmbH, Germany) and Cryofilm [Cryofilm type II C (9), Section Lab Co Ltd., Yokohama, Japan].

### Histological Assessment and Histomorphometry

Paraffin- and cryo-sections were used for a general overview of the different tissues that are involved in fracture healing using Movat’s pentachrome staining. The Movat’s pentachrome is a combination of alcian blue solution, Weigert’s iron hematoxylin, brilliant crocein acid fuchsin, phosphotungstic acid, and safran du Gatinais solution. The stain differentiates cartilage formation and hypertrophy (green), matrix mineralization (yellow), connective tissue (light blue), muscle (orange), bone marrow (purple), and was used for histomorphometric analyses (19), using a computerized histomorphometric analysis with an image analysis system (KS400 3.0, Zeiss, Eching, Germany).

### Triple Fluorochrome Labeling

To label the mineral formation near the fracture gap on the endosteal and periosteal regions *in vivo* fluorescence dyes were injected i.p., (*n* = 3). Dyes were dissolved in 1.4% NaHCO_3_ and injected with respect to the time point of euthanasia: calcein blue (blue fluorescence, 30 mg/kg BW, M1255, Sigma, Hamburg, Germany) 12 days pre-euthanasia, calcein green (20 mg/kg i.p.; C0875, Sigma, Hamburg, Germany) 7 days pre-euthanasia, and Alizarin red (30 mg/kg i.p.; A3882, Sigma, Hamburg, Germany) 2 days pre-euthanasia. After sacrifice, femora were dissected and embedded in PMMA as described above. 7 µm thick sections were inspected using fluorescent microscopy and analyzed semiautomated using the provided software (Axioskop 40, and AxioVision software; Carl Zeiss MicroImaging GmbH, Göttingen, Germany).

### Immunohistochemical (IHC) and Fluorescent IHC Staining of Bone Matrix and Cells

Immunohistochemical staining was performed on paraffin sections to visualize collagen type I (ColI) at 7 days post fracture (*n* = 3) in WT and RAG1^−/−^ animals. Briefly, deparaffinized sections were incubated with hyaluronidase for antigen retrieval, rinsed in phosphate-buffered saline (PBS) and incubated with the primary antibody (anti-type I collagen rabbit, C020121, Biologon, 1:500 dilution) overnight at 4°C. Using the avidin/biotin complex method (Alkaline Phosphatase Universal, AK-5200, Vectastain ABC Kit, Vector, CA, USA) binding of the secondary antibody (biotinylated anti-rabbit IgG, made in goat, BA-1000, Vector laboratories, CA, USA) to the primary was visualized by AP substrate (Alkaline Phosphatase Substrate Kit 1, SK-5100, Vector). Counterstaining was performed with hematoxylin. As a negative control, sections were processed for each sample in the absence of the suitable primary antibody.

Fluorescent IHC was performed on cryo-sections of JHT^−/−^, TCRβδ^−/−^, and WT at D7 post fracture (*n* = 3, for each group). The approach was used to visualize the following components: 1) B cells using anti-mouse B220 (B220/CD45R Alexa Fluor 488-conjugated antibody, Clone # RA3-6B2, R&D Systems GmbH Wiesbaden, Germany); 2) T cells using anti-mouse CD3e (CD3e PE, Clone # eBio500A2, eBioscience, CA, USA); 3) osteocalcin (Ocn) using anti-mouse (rabbit polyclonal, Enzo Life Sciences, cat. no ALX-210-333, 1:4,000); and 4) ColI using anti-mouse ColI (rabbit polyclonal, Bio-Rad). Briefly, sections were brought to room temperature (RT) and washed with PBS. An initial blocking step was performed by applying a solution of PBS containing 5% FCS, 0.1% TWEEN-20, and 10% rat serum for 30 min. For Ocn and ColI staining, sections were blocked with un-labeled Donkey gamma globulin (Jackson). All subsequent washing steps were done using PBS with 5% FCS and 0.1% TWEEN-20. All primary antibodies were incubated for 1 h at RT. Secondary antibodies were used (Alexa Fluor 488, A21206, Invitrogen, 1:500; Alexa 647, Invitrogen, 1:600) for detection. DAPI was used to stain nuclei. After staining was completed the slices were mounted with DAKO fluorescent mounting medium (S3023, DAKO, Hamburg, Germany). To analyze the staining a LSM 710 confocal microscope (Carl Zeiss, Jena, Germany) was used, and pictures were taken using the software Zen 2011 (Carl Zeiss MicroImaging GmbH, Göttingen, Germany). Image analysis was performed using the ImageJ software.

Tartrate-resistant acid phosphatase (TRAP) staining was performed to determine osteoclasts. Counterstaining was done with methyl green. TRAP-positive cells with >3 nuclei and positioned on the bone surface were considered osteoclasts and included in the evaluation. A total of *N* = 8 animals were analyzed per group, osteoclast numbers were normalized against the bone surface in the analyzed region of interest.

### Second Harmonic Generation (SHG) Microscopy

Plastic-embedded samples (WT = 3, RAG1^−/−^ = 4, D7) were used to visualize collagen fibrils in WT and RAG1^−/−^ mice *via* SHG imaging. Collagen fibrils exhibit endogenous SHG signals arising from their well-known non-centrosymmetric molecular structure (20, 21). Imaging was performed using a Leica SP5 II microscope (Leica Microsystems, Wetzlar, Germany). The SHG signal was generated using a Mai Tai^®^ HP Ti:Sapphire oscillator (Spectra Physics, Stahnsdorf, Germany) with 100 fs pulse width at 80 MHz and wavelength of 910 nm. The SHG collagen signal was detected in the range of 450–460 nm. Z-Stacks were recorded with 4 µm *z*-spacing using 25× water immersion objectives with numerical apertures of 0.95. Overview images were created *via* image stitching and maximal intensity projections of z-stacks.

### Microarray Analysis

To support our macroscopic findings a gene expression analysis was performed.

#### mRNA Isolation and Expression Analysis

For RNA preparation from fracture callus, the soft tissue was removed and the fractured bone samples including 1 mm diaphyseal bone on either side of the fracture (*n* = 5 per group and time point) were taken. Same region was also collected from intact femora from both groups to assess indigenous differences. Samples were immediately snap frozen in liquid nitrogen and stored at −80°C until further use. Bones were pulverized in liquid nitrogen and transferred to TRIzol (Invitrogen Life Technologies, Germany) and RNA was isolated according to the manufacturer’s protocol with DNAse I (Invitrogen Life Technologies) digestion included. A total of 150 ng RNA per sample was pooled in a given group (*n* = 5 per group). The pooled RNA mixture was distributed as 200 ng samples per tube for technical triplicate in the subsequent microarray analysis.

#### Microarray Hybridization

Whole genome expression profiling was performed using Illumina’s MouseRef-8 v2.0 Expression BeadChips (Illumina, Ambion, TX, USA). Processing RNA for hybridization, including cRNA synthesis and labeling, was done according to standard protocols described in the instruction manual of Illumina TotalPrep RNA amplification kit (Illumina, Ambion, TX, USA). Hybridization of the labeled and fragmented cRNA to the microarray and subsequent staining, washing, and scanning of the arrays was done according to the Illumina Whole-Genome Gene Expression direct Hybridization Assay guide.

#### Microarray Evaluation

The arrays were pre-processed and normalized using R (22), the bead array (23), and Bioconductor (24) packages. Between arrays, quintile was normalized using the Lumi package (25). Quality assessment of the microarray data was performed by computing the mean Pearson correlation between each array and every other array in the test database. Exclusion of arrays was unnecessary as they did not exceed the mean correlation cutoff of 0.6. Pearson correlation of each pair was used to evaluate replicates. Mean correlation cutoff was set to 0.9—no replicate removal was necessary. Differences between gene expression at each time point in WT and RAG1^−/−^ was calculated using a two-tailed *t*-test. The *p*-values were alpha-error adjusted using the Benjamini–Hochberg method. Fold changes (FCs) were calculated from comparison of the mean expressions between the control (WT) and the treatment (RAG1^−/−^) group. Differentially expressed genes were visualized in a heatmap after applying a *t*-test analysis to reveal the significant gene regulations for each analyzed time point. Significance FC cutoff of >1 and Benjamini and Hochberg-corrected *p*-values (*p*.BH) <0.05 was followed for the guilt-by-association (GBA) analysis and a cutoff of FC > 1 and *p*.BH < 0.01 for the panel analysis. Genes were then clustered (arranged) according to their expression pattern over the course of healing. Gene lists of the expression clusters were then compared to literature and NCBI-DAVID (an online server for the gene annotation) to characterize the major biological processes, molecular functions, and cellular components for these genes.

### Quantitative Reverse Transcription Polymerase Chain Reaction (qRT-PCR)

To evaluate the differential expression of collagen I and bone markers [OPG, RANKL, Runt-related transcription factor 2 (RUNX2)] a qRT-PCR was performed. Femora from WT, RAG1^−/−^, TCRβδ^−/−^, and JHT^−/−^ (*n* = 4) were harvested and instantly frozen in liquid nitrogen and then stored at −80°C until processing. RNA was extracted using a Trizol/chloroform (TRIzol^®^ Reagent, Invitrogen, 15596-018; chloroform for molecular biology, VWR, SIALC2432-25ML) and the RNAeasy kit [RNeasy Mini Kit (74104), RNase Free DNase Set (79254), Nuclease Free Water (129114), QIAGEN]. A total of 100 ng RNA per sample have been reverse transcribed using random primer [Random Primers, Invitrogen, 48190-011; Set of four dNTPs (100 mM), BIORON, 110011; Recombinant RNasin^®^ Ribonuclease Inhibitor inkl. M-MLV RT 5× Reactionbuffer, Promega, N2511; M-MLV Reverse Transcriptase RNase H Minus, Point Mutant, Promega, M3683; Ribonuclease H, Promega, M4285]. Primers were tested for the annealing temperature and efficiency prior to use: mCOL1a1 ase: 5′-gttccaggcaatccacgag-3′, mCOL1a1 se: 5′-ggtccacaaggtttccaagg-3′; mOPG ase: 5′-ctgctctgtggtgaggttcg-3′, mOPG se: 5′-agctgctgaagctgtggaaa-3′; mRANKL ase: 5′-cgaaagcaaatgttggcgta-3′, mRANKL se: 5′-gcacacctcaccatcaatgc-3′; mRUNX2 ase: 5′-tgtctgtgccttcttggttcc-3′, and mRUNX2 se: 5′-cgaaatgcctccgctgttat-3′. Cyclophilin A was used as a house keeping gene. PCR cycle: 40 cycles each consisting of 95°C, 30 s, 62°C, 30 s, 72°C, 30 s. Evaluation was done using the 2^−ΔCt^ method.

### Flow Cytometry

Splenocytes were harvested from WT, RAG1^−/−^, TCRβδ^−/−^, and JHT^−/−^ (*n* = 4) and brought into single cell suspension. Cells were washed and resuspended in FACS buffer (PBS/0.5% BSA/0.1% sodium acid). Staining with the fluorescent coupled antibodies was performed for live/dead (Invitrogen LIVE/DEAD fixable blue dead cell stain kit, for UV excitation), CD45 (30-F11, V500, BD Horizon), CD3e (145-2C11, PerCP/Cy5.5, BioLegend), and CD8a (53-6.7, BV785, BioLegend). The FACS analysis was done with a BD LSRFortessa (BD Deutschland GmbH). The FlowJo software (TreeStar Inc., Ashland, OR, USA) was used for data evaluation. Gating strategy: lymphocytes, single cells, live cells, CD45-positive cells, CD3e-positive cells, CD8a-positive cells to determine CD8^+^ T cell percentage in the respective mouse strains.

### Protein Expression Analysis

Conditioned media of LPS-activated splenocytes of WT, TCRβδ^−/−^, JHT^−/−^, and RAG1^−/−^ mice (*n* = 4) were pooled and analyzed toward their TNFα and interleukin 10 (IL-10) concentrations. Mouse TNFα ELISA Ready-SET-Go!^®^ and Mouse IL-10 ELISA Ready-SET-Go!^®^ kits (eBioscience, San Diego, CA, USA) were carried out after manufacturer’s recommendations. Samples were incubated overnight at 4°C, final staining reactions were stopped with 1 M H_3_PO_4_ and absorbance was read at 450 nm with 570 nm reference wavelength with Tecan Infinite M200 PRO (Tecan, Männedorf, Switzerland) and analyzed with i-control 1.9 software (Tecan).

### Cell Culture

Isolated murine MSCs were cultured in chamber slides with expansion medium for 1 day. Then osteogenic differentiation medium was added which included conditioned medium (1:3 dilution) from LPS (1 µg/ml)-activated splenocytes of WT, RAG1^−/−^, TCRβδ^−/−^, and JHT^−/−^ mice (*n* = 4). Medium change was done twice per week for 14 days. Collagen fibers were stained with Sirius red and analyzed under polarized light.

### Statistical Analysis

Tests for statistical significance were performed in SPSS 21.0 (IBM, CA, USA). Data from histomorphometry, biomechanics, and microCT analyses were explored for normality by examining skewness and kurtosis. Data were not normally distributed. Therefore, Bonferroni *post hoc* corrected Mann–Whitney *U* test was used to test the significance between the two groups in a given time point. *p*-Values of <0.05 were chosen to indicate an exact two-tailed significance. Data were presented as box plots (median and interquartile range) or bar graphs (mean ± SEM).

In the analyses of statistical significance, *n* ≥ 5 animals were included per group. This was the lowest number of samples needed for the present study based on *a priori* assumption for qualitative statements. For descriptive analyses, samples sizes of *n* < 5 were used. No experimental animals were excluded from the analysis.

## Results

RAG1^−/−^ mice are in their gross appearance similar to WT. Without mature T and B cells bone developmental processes, however, are altered and this alteration in organogenesis is reflected in fracture healing. Detailed analysis of structural parameters, functional competence, and expression profiling in intact RAG1^−/−^ bone was performed (Figure S1 in Supplementary Material).

### Morphological Differences between RAG1^−/−^ and WT Bones

To characterize phenotypic differences between the RAG1^−/−^ and WT, intact bones were investigated using histological and radiological tests. Movat’s pentachrome staining indicated no morphological differences between the femora of both groups. Histomorphological analysis was also performed. However, no significant differences in trabecular number or thickness were found (data not shown). microCT data of unfractured and contralateral bones of WT and RAG1^−/−^ animals showed no differences in total volume, bone volume (BV), or the ratio thereof; however, qualitative bone markers such as tissue mineral density and bone mineral density (BMD) were significantly different (Figure 1A).

**Figure 1:**
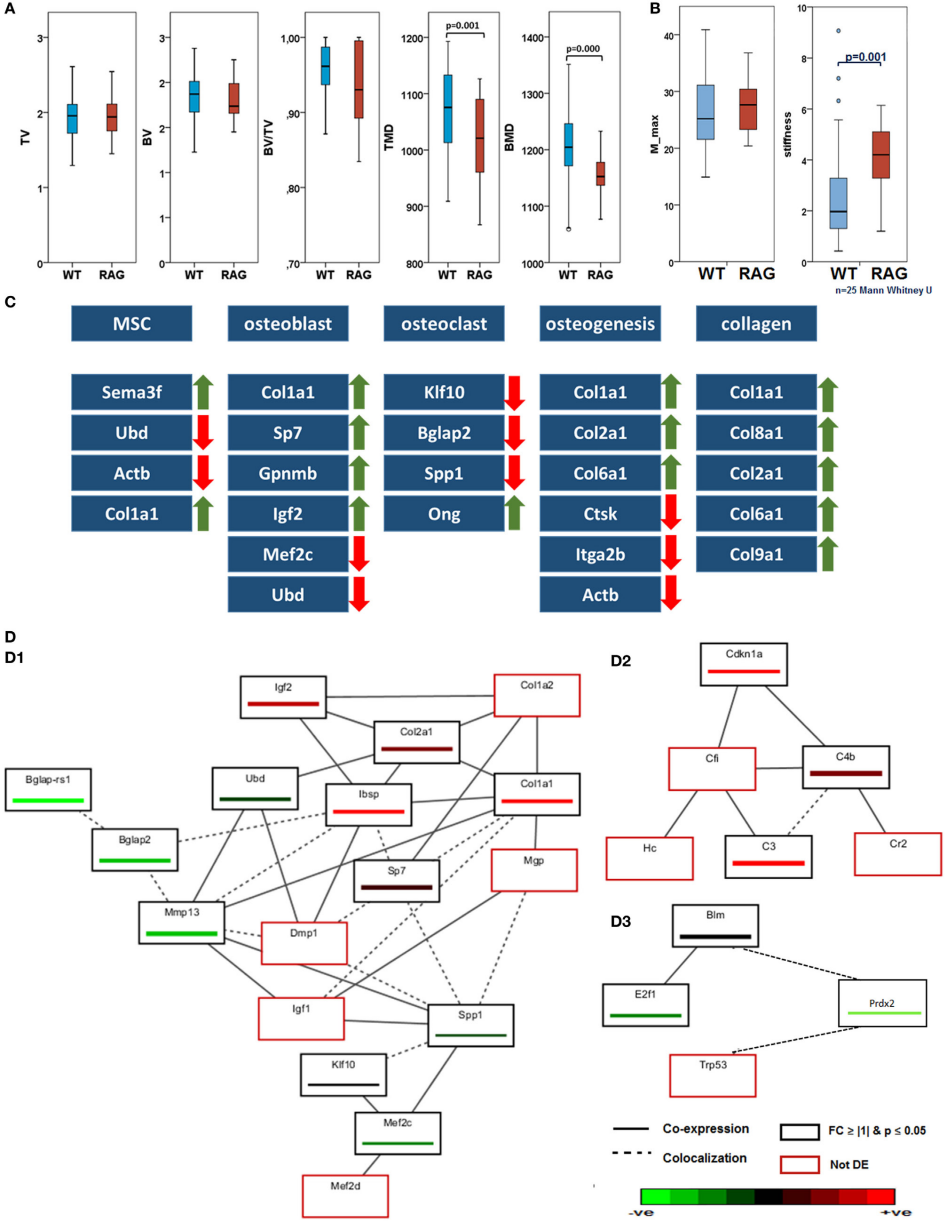
**Intact bone of wild-type (WT) and recombination activating gene 1 homozygous knockout (RAG1^−/−^) while having the same morphology difference in their biomechanical competence and gene expression: (A) micro computed tomography analyses showed no differences in total volume (TV), bone volume (BV), and BV/TV**. In those parameters describing the bone quality, tissue mineral density (TMD, *p* = 0.001) and bone mineral density (*p* = 0.000), however, significant differences were found between WT and RAG^−/−^ animals with RAG^−/−^ showing a decreased TMD and BMD (WT *n* = 56, RAG^−/−^*n* = 39). **(B)** The torque of failure (M_max) is the same in untreated bone of WT and RAG1^−/−^ animals. However, the RAG1^−/−^ bones show significantly higher stiffness when compared with WT bones. **(C)** Differentially expressed genes correlated with T and B cells were analyzed in intact bones. Expression changes were seen on cellular and extracellular matrix (ECM) levels and in bone homeostasis and osteogenic processes. Major expression changes were seen as an increase in collagen genes expression and their subunits. **(D)** Guilt-by-association analysis correlates genes regulation depending on their coexpression and colocalization. (D.1) differentially expressed genes as described in **(C)** were associated with ECM proteins, (D.2) shows upregulation in B cell-related genes and (D.3) shows downregulation of T cell-regulated genes.

### Discrepant Functional Competence in the RAG1^−/−^ Intact Femora

To determine indigenous discrepancies in material properties resulting from the lack of mature T and B cells, intact bones from RAG1^−/−^ and WT animals were subjected to biomechanical torsional testing. While the moment to failure (M_max) did not differ between RAG1^−/−^ and WT (Figure 1B), it became apparent that WT bones endured significantly higher deformation equaled by the angle at maximum force at failure (angle-at-max). This reflects on the energy required to cause the material failure in the form of fracture (energy-to-break), which was lower in RAG1^−/−^ compared to the WT. Therefore, the significantly higher stiffness found in the RAG1^−/−^ compared to the WT controls indicates a stiffer but more brittle bone in RAG1^−/−^.

### Gene Expression Data Reveal Discrepancies in Bone Structure due to the Lack of Mature T and B Cells

Differentially expressed genes associated with a role in bone structure and formation and a correlation with T and B cells were analyzed in intact bones. 

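Recombination activating gene 1 (Rag1), the gene deleted in RAG1-/- mice and needed for T and B cell receptor rearrangement, had mean log2 values of 4.49 to 5.42 in the 6 WT groups and of 4.55 to 4.77 in the 6 RAG1-/- groups (largest SD 1.31, n = 3 arrays per group). Single arrays ran from 4.34 to 6.80 in WT and from 4.40 to 4.90 in RAG1-/-, and no day passed limma's test for Rag1 (smallest adjusted p = 0.126, at D3). Its only probe, ILMN_1217622, sat near the array floor, and its position relative to the deleted part of the gene is not given in the sources used here. Markers of mature lymphocytes were near the floor as well, with 12 of the 30 T cell markers on the array and 4 of the 18 mature B cell markers bright enough to be tested. The arrays were Illumina MouseRef-8 v2 BeadChips, which read 25697 probes. RNA of intact bone (D0) and of callus at D3, D7, D14, D21 and D28 after fracture was pooled from 5 mice per group, and each of the 12 pools was run on 3 technical arrays, so that the p-values of a comparison within a day measure only the spread between technical arrays of a pool. The authors' log2 values after quantile normalization were compared with limma over 10291 genes whose brightest probe had a mean above the median of all probes, 4.72.
Arrays of a RAG1-/- group correlated with each other at 0.982 to 0.995, and arrays of a WT group at 0.886 to 0.947, apart from WT D14 with up to 0.995. The first principal component held 38.5% of the variance and separated the WT arrays of D3 and D7, with scores of 90.5 to 97.3, from all other arrays, with scores of −38.6 to 19.8. In WT at D14, replicates 2 and 3 correlated with RAG1-/- D21 arrays at 0.980 and 0.979 and with replicate 1 of their own group at 0.933 and 0.931. The brightest and second brightest tested probes of a gene were compared where both differed from D0 at an adjusted p under 0.05 in limma, with no limit on fold. They went in opposite directions for 20.1% of such genes in WT at D3 and 22.9% at D7. The share was 14.8% in WT at D28, 8.17% at D21, 3.02% at D14 and at most 2.61% in any RAG1-/- group.

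**Figure D1:**
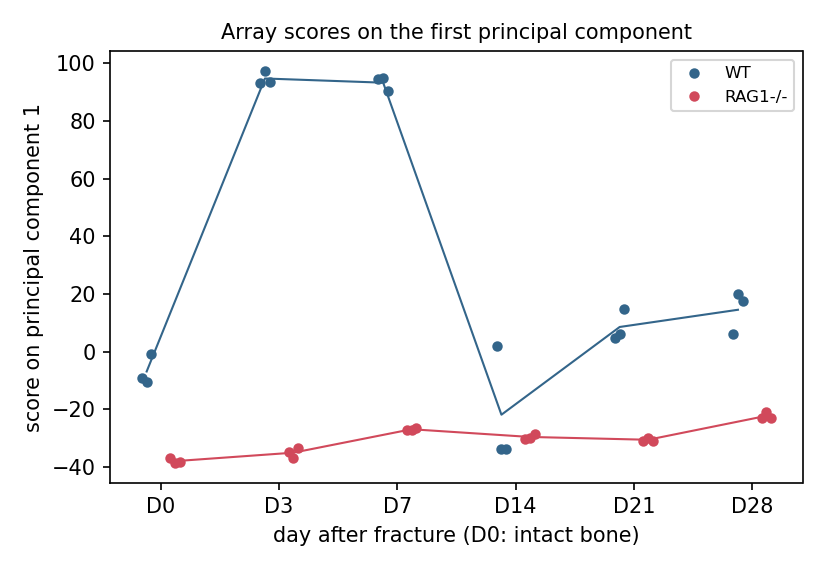
Scores of the 36 arrays on the first principal component (38.5% of the variance) by day after fracture, with WT arrays in blue and RAG1-/- arrays in red. The WT arrays of D3 and D7 lie between 90.5 and 97.3, and no other array is above 19.8.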

(Detailed data of the initial discrepancies between both the groups are shown in Table S1 in Supplementary Material.) 

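The bone matrix gene Ibsp and the osteoprotegerin gene Tnfrsf11b were higher in intact RAG1-/- bone, and the collagenase gene Mmp13 was lower. Integrin-binding sialoprotein (Ibsp), a mineral-binding protein of bone matrix, had a log2 value of 10.70 ± 0.15 in RAG1-/- and of 8.69 ± 0.15 in WT (SD, n = 3 arrays), a difference of 2.01 (standard error 0.18, adjusted p = 9.49e-10). Tnfrsf11b, which encodes the decoy receptor osteoprotegerin, was higher by 1.23 (adjusted p = 0.000161), while Mmp13, a collagenase of cartilage and bone, differed by −1.71 (adjusted p = 1.91e-13). Of the 59 genes that the paper names, 44 were bright enough to be tested. In limma 16 were higher, 13 were lower and 15 did not pass (16 higher and 13 lower when adjusted over the list alone), and for 31 of all 44 tested, the RAG1-/- arrays all lay on the same side of the WT arrays, which chance gives for 10% of genes. The study chose these genes on these arrays, so that their count is not independent evidence of a direction. The receptor activator ligand Tnfsf11 (−0.44), Cd40 (0.21) and Cd86 (−0.21) were among those that did not pass. Runx2, Tnf, Wnt10b, Ctla4, Cd80, Cd40lg, Il10 and Il17f were too close to the floor to be tested.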

Microarray data of intact bone between WT and RAG1^−/−^ showed changes in bone homeostasis and osteogenic processes (Figure 1C). 

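Genes of red blood cell formation and of bone cells were among the largest differences in intact bone. Panx3, a channel protein of osteoblasts and hypertrophic cartilage, had a log2 value of 11.41 ± 0.05 in RAG1-/- and of 5.89 ± 1.11 in WT (SD, n = 3 arrays), and Ifitm5, a membrane protein of mineralizing osteoblasts, was higher by 4.39 (adjusted p = 3.82e-08). The muscle acetylcholine receptor subunits Chrng (4.59) and Chrna1 (4.03), and the acute phase genes Serpina3n (5.43) and Saa3 (3.92) were also among the 10 genes furthest above WT. Slc4a1, the anion exchanger of red blood cells, fell from 14.49 ± 0.06 in WT to 7.52 ± 0.07 in RAG1-/- (SD, n = 3 arrays), and Alas2 (−6.42) and Hbb-b1 (−5.01) were lower with it. Of 17 erythroid genes, 0 were higher, 14 were lower and 3 did not pass (0 higher and 14 lower when adjusted over the list alone), with a median log2 difference of −3.93. Among 17 neutrophil markers, 7 were higher, 1 was lower and 9 did not pass (7 higher and 1 lower when adjusted over the list alone), and the rises included Stfa2 (4.46), Stfa1 (3.79) and the iron-binding lipocalin Lcn2 (1.63). In all, 1319 genes were higher and 761 lower at an adjusted p under 0.05 in limma, 603 and 381 of them by more than 2-fold. Where the brightest and second brightest tested probes of a gene both passed at D0, they went in opposite directions for 7.28% of such genes.

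**Figure D2:**
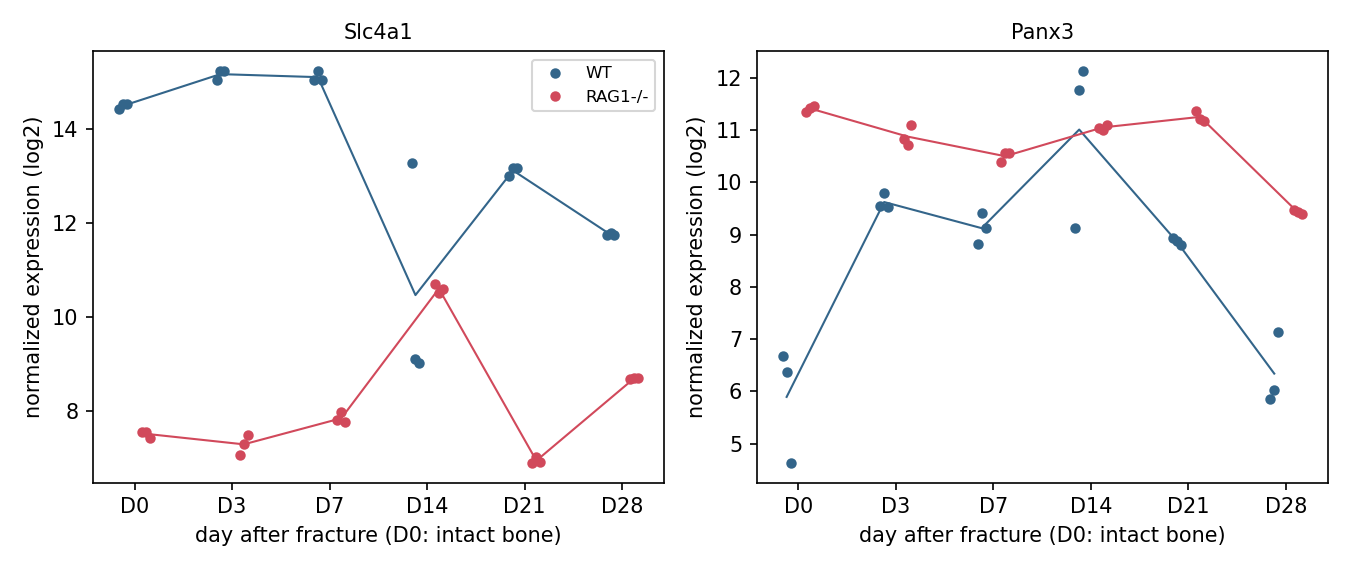
Log2 values of Slc4a1 and Panx3 on each array by day after fracture, with WT in blue, RAG1-/- in red and lines through the group means. In WT at D14, Slc4a1 was 13.27 on replicate 1 and 9.12 and 9.02 on the other two arrays, and Panx3 was 9.13 on replicate 1 and 11.77 and 12.13 on the other two.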

Mesenchymal stem cells (MSCs)-related genes were upregulated: the Sema3f gene [a known chemorepulsant from the Semaphorin protein family (26)] and type 1 collagen alpha one (Col1a1). On the other hand, ubiquitin-D [Ubd, a known cell survival factor (27)] and actin beta (Actb, which is involved in MSC differentiation into osteoblasts) were downregulated. 

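Col1a1 and Sema3f were both higher in intact RAG1-/- bone. Col1a1, the main chain of the collagen of bone, had a log2 value of 12.56 ± 0.07 in RAG1-/- and of 10.36 ± 0.16 in WT (SD, n = 3 arrays), a difference of 2.20 (standard error 0.15, adjusted p = 5.08e-12) in limma. Sema3f was 8.54 ± 0.01 in RAG1-/- and 7.66 ± 0.29 in WT (SD, n = 3 arrays), a difference of 0.88 (standard error 0.18, adjusted p = 0.0005). Its 2 tested probes differed in size, with 0.88 for the brighter ILMN_1248740 and 2.26 for ILMN_2635631.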

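Ubd, a ubiquitin-like protein that interferon gamma induces, was lower in RAG1-/- bone, whereas the brightest probe of Actb did not differ. Ubd averaged 4.82 ± 0.23 in RAG1-/- and 7.02 ± 0.10 in WT (SD, n = 3 arrays), a log2 difference of −2.20 (standard error 0.20, adjusted p = 1.48e-09) in limma. The RAG1-/- mean of Ubd is near the floor, which limits the size of the difference that can be read. Of 16 interferon gamma response genes, 0 were higher, 3 were lower and 13 did not pass (0 higher and 3 lower when adjusted over the list alone), and the peptide transporter Tap2 was lower at −0.86 (adjusted p = 0.000332). Actb, which encodes cytoskeletal actin, averaged 13.25 ± 0.11 in RAG1-/- and 13.31 ± 0.05 in WT, a log2 difference of −0.06 (standard error 0.13, adjusted p = 0.79). Its 5 tested probes differed by −0.06, −0.41, −3.42, −3.29 and −0.28, given from the brightest to the dimmest, and the lowest of these belong to ILMN_2846865 and ILMN_2588055.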

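More genes of bone-forming cells were higher than lower in intact RAG1-/- bone. Sp7, the transcription factor osterix of osteoblast differentiation, rose by 1.38 (standard error 0.17, adjusted p = 6.49e-07) on the log2 scale, and the alkaline phosphatase gene Akp2, needed for mineralization, by 1.30 (adjusted p = 0.000218). Gpnmb, a membrane glycoprotein of osteoblasts and macrophages, averaged 9.49 ± 0.07 in RAG1-/- and 7.09 ± 0.23 in WT (SD, n = 3 arrays), and the growth factor Igf2 was higher by 1.75 (adjusted p = 8.7e-11). Of 19 osteoblast and osteocyte genes, 10 were higher, 4 were lower and 5 did not pass in limma (10 higher and 4 lower when adjusted over the list alone). Smpd3, a sphingomyelinase needed for bone mineralization, was higher by 3.27. Mef2c, a transcription factor of muscle and osteocytes, differed by −0.27 (standard error 0.32, adjusted p = 0.63) at its brightest probe, ILMN_2732465, and by −1.78 at its second, ILMN_1214950. The brighter probe of Gpnmb gave the value above, and the second brightest gave −0.24.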

The lack of mature T and B cells also affected osteoblasts through four upregulated genes [Col1a1, Sp7 transcription factor (Sp7), Gpnmb also known as osteoactivin, and insulin growth factor 2 (Igf2)] and another two downregulated genes [transcription factor myocyte enhancer factor 2C (Mef2c) and Ubd]. 

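Osteocalcin, osteopontin and the growth-factor response gene Klf10 were all lower in intact RAG1-/- bone. Klf10, a transcription factor that transforming growth factor beta induces, averaged 5.23 ± 0.04 in RAG1-/- and 7.21 ± 0.40 in WT (SD, n = 3 arrays), a log2 difference of −1.97 (standard error 0.34, adjusted p = 8.98e-05) in limma. Of the osteocalcin genes, which osteoblasts express, Bglap1 differed by −2.08 (adjusted p = 2.24e-13) and Bglap2 by −1.81 (adjusted p = 1.95e-11). Osteopontin (Spp1), a phosphoprotein of bone matrix to which osteoclasts attach, averaged 7.69 ± 0.17 in RAG1-/- and 9.62 ± 0.47 in WT (SD, n = 3 arrays), a difference of −1.92 (adjusted p = 1.26e-06). With the 12 pools of all days as the replicates and the days as blocks, Klf10 differed by −1.78 (standard error 0.29, adjusted p = 0.0457) over the 6 days. That call over the days was lost without D0, D3, D7, D21 or D28, without replicate 1 (adjusted p = 0.0833) and with no filter on dim probes (adjusted p = 0.0971).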

Osteoclast-related genes were mostly downregulated: Kruppel-like factor 10, bone gamma carboxyglutamate protein (Bglap), and osteopontin (Spp1). One gene was upregulated: osteoglycin. This differential expression was reflected in osteogenic processes that showed a downregulation in osteoclast-mediated resorption genes such as cathepsin K, integrin alpha-IIb (also known as CD41) and Actb. However, collagen types correlated with bone matrix formation were upregulated (Col1a1, Col2a1, and Col6a1). This increase in collagen genes expression was also found in other collagen subunits such as Col8a1, Col9a1, and Col10a1.

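Osteoglycin (Ogn), a small leucine-rich proteoglycan of bone matrix, averaged 8.85 ± 0.09 in RAG1-/- and 8.75 ± 0.27 in WT in intact bone (SD, n = 3 arrays). The log2 difference at D0 was 0.10 (standard error 0.30, adjusted p = 0.882) in limma. In callus, Ogn was higher in RAG1-/- by 3.78 (adjusted p = 2.65e-11) at D3, 3.41 (adjusted p = 2.57e-10) at D7 and 1.40 (adjusted p = 0.000943) at D21. It differed by −0.98 at D14, with all RAG1-/- arrays below the WT arrays, and by −0.04 at D28, and neither passed. At D3 and D7 the WT arrays stood apart from all others.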

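Cathepsin K and several genes of platelet-forming cells were lower in intact RAG1-/- bone. Cathepsin K (Ctsk), the main collagen-degrading protease of osteoclasts, averaged 8.88 ± 0.15 in RAG1-/- and 10.67 ± 0.14 in WT (SD, n = 3 arrays), a log2 difference of −1.79 (standard error 0.17, adjusted p = 2.7e-09) in limma. Of 14 osteoclast genes, 1 was higher, 4 were lower and 9 did not pass (1 higher and 4 lower when adjusted over the list alone). Carbonic anhydrase 2 (Car2), which red blood cells also express, differed by −3.23, and the receptor Oscar by −1.17, while the proton pump subunit Tcirg1 was higher by 0.89. Itga2b, the integrin of platelets and megakaryocytes, averaged 5.87 ± 0.16 in RAG1-/- and 8.24 ± 0.17 in WT (SD, n = 3 arrays), a difference of −2.37 (adjusted p = 0.000196). Of 10 megakaryocyte genes, 0 were higher, 6 were lower and 4 did not pass (0 higher and 6 lower when adjusted over the list alone), and the lower ones included Ppbp (−2.63), Treml1 (−2.54) and Gp5 (−1.75).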

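Several collagen genes and genes whose products fold and crosslink collagen were higher in intact RAG1-/- bone. Col2a1, the collagen of cartilage, averaged 8.11 ± 0.10 in RAG1-/- and 6.35 ± 0.20 in WT (SD, n = 3 arrays), a log2 difference of 1.76 (standard error 0.48, adjusted p = 0.00875) in limma. Col6a1, a chain of the microfibril collagen around cells, was higher by 0.88 (adjusted p = 4.6e-05). Of 27 collagen genes, 13 were higher, 0 were lower and 14 did not pass (15 higher and 0 lower when adjusted over the list alone), with a median log2 difference of 0.61. Among 20 collagen processing and crosslinking genes, 13 were higher, 0 were lower and 7 did not pass (14 higher and 1 lower when adjusted over the list alone), and the higher ones included the chaperones Fkbp10 (2.32) and Serpinh1 (1.52) and the crosslinking enzyme Lox (1.66). The brightest probe of Col6a1, ILMN_1259388, and the next, ILMN_2768087, gave 0.88 and 1.10.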

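Col9a2 (3.42) and Col18a1 (1.84) were higher in intact RAG1-/- bone, and Col9a1 did not pass the test. Col9a2, a chain of the collagen on cartilage fibrils, averaged 7.79 ± 0.05 in RAG1-/- and 4.37 ± 0.13 in WT (SD, n = 3 arrays), where the WT mean is near the floor and limits the size of the difference that can be read. Its partner chain Col9a1 was near the array floor, with 4.72 ± 0.07 in RAG1-/- and 4.93 ± 0.45 in WT (SD, n = 3 arrays), a log2 difference of −0.20 (standard error 0.40, adjusted p = 0.791) in limma. Col10a1, the collagen of hypertrophic cartilage, had a mean of 4.45 over all arrays, below the level at which a probe was tested. No probe of Col8a1 was among those tested. Of 13 cartilage genes, 4 were higher, 1 was lower and 8 did not pass (4 higher and 1 lower when adjusted over the list alone), with the proteoglycan Acan higher by 2.59 and the small leucine-rich protein Chad at −1.91.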

Guilt-by-association analysis correlates genes regulated in T and B cells and osteogenesis depending on their coexpression and colocalization (Figure 1D). The osteogenic process in the RAG1^−/−^ was compared to the WT. Differentially expressed genes as described in Figure 1C were associated with the following genes: matrix Gla protein, dentin matrix acidic phosphoprotein 1, insulin growth factor 1 (Igf1), myocyte enhancer factor 2D (Mef2d), and Col1a2 (Figure 1, D.1).

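Among these genes, the second chain of collagen I was higher in intact RAG1-/- bone and Igf1 was lower. Col1a2 averaged 9.35 ± 0.24 in RAG1-/- and 8.00 ± 0.36 in WT (SD, n = 3 arrays), a log2 difference of 1.36 (standard error 0.32, adjusted p = 0.00235) in limma. Igf1, a growth factor of bone and muscle, differed by −0.57 (adjusted p = 0.0156), and its second brightest probe gave 0.18. Matrix Gla protein (Mgp), an inhibitor of calcification, had a difference of 0.14 (adjusted p = 0.55) and Mef2d of −0.23 (adjusted p = 0.812). The probe of Dmp1, a phosphoprotein of osteocytes, was near the floor with a mean of 4.66 over all arrays and was not tested. Of 12 genes of hypertrophic cartilage and mineralization, 6 were higher, 2 were lower and 4 did not pass (6 higher and 2 lower when adjusted over the list alone).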

Microarray analysis also showed upregulated B cell-related genes (Figure 1, D.2), such as cyclin-dependent kinase inhibitor 1A, complement component 4B, and complement component 3. 

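The cell cycle inhibitor gene Cdkn1a and the complement genes C3 and C4b were higher in intact RAG1-/- bone, and markers of mature B cells did not pass the test. Cdkn1a, which encodes p21, averaged 9.06 ± 0.10 in RAG1-/- and 6.89 ± 0.08 in WT (SD, n = 3 arrays), a log2 difference of 2.18 (standard error 0.15, adjusted p = 7.26e-12) in limma. The central complement protein C3 was higher by 2.75 (adjusted p = 2.76e-13) and C4b by 1.46 (adjusted p = 0.000469). Of 16 complement genes, 6 were higher, 1 was lower and 9 did not pass (8 higher and 1 lower when adjusted over the list alone). None of the 4 tested mature B cell markers or of the 2 tested plasma cell and immunoglobulin genes differed at D0 in limma, and 0 and 0 of them had an unadjusted p under 0.05. Of 7 early B progenitor genes, 0 were higher, 1 was lower and 6 did not pass (0 higher and 1 lower when adjusted over the list alone). The pre-B cell receptor gene Vpreb1 was lower in RAG1-/- callus, with −4.17 at D3 and −3.70 at D7. In WT, Vpreb1 rose against D0 by 4.03 at D3 and 4.08 at D7, and the WT arrays of these days stood apart from all others.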

GBA analysis revealed three non-differentially regulated genes: complement component factor i, complement receptor 2, and hemolytic complement genes were coexpressed with the B cell-related network genes.

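Complement factor I (Cfi), the protease that cleaves C3b, averaged 4.58 ± 0.10 in RAG1-/- and 5.19 ± 0.18 in WT in intact bone (SD, n = 3 arrays), a log2 difference of −0.62 (standard error 0.32, adjusted p = 0.189) in limma. Both means are near the floor, which limits the size of the difference that can be read. The probes of Cr2, a complement receptor of B cells, had means of 4.60 and 4.46 over all arrays, and that of hemolytic complement (Hc), complement component 5, had 4.28. These means are at the array floor, and neither gene was tested.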

Interestingly, T cell-related genes (Figure 1, D.3) were downregulated (Bloom syndrome, E2F transcription factor 1 and peroxiredoxin 2) in the RAG1^−/−^ compared to the WT. 

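Genes of DNA replication and division were lower in intact RAG1-/- bone, while T cell markers mostly did not pass the test. Blm, a helicase of DNA repair, averaged 6.05 ± 0.03 in RAG1-/- and 7.84 ± 0.20 in WT (SD, n = 3 arrays), a log2 difference of −1.79 (standard error 0.27, adjusted p = 1.08e-05) in limma. E2f1, a transcription factor of entry into S phase, differed by −1.78 (adjusted p = 2.74e-08), and Prdx2, an antioxidant enzyme abundant in red blood cells, by −1.38 (adjusted p = 1.38e-08). Of 25 cell cycle genes, 1 was higher, 16 were lower and 8 did not pass (1 higher and 16 lower when adjusted over the list alone), with a median of −1.22, and the lower ones included Mcm7 (−3.53), Nusap1 (−2.06) and Birc5 (−1.99). Genes of erythroid cells and megakaryocytes, other cells of the marrow, were also lower in this bone. Among 12 tested T cell markers, 1 was higher, 0 were lower and 11 did not pass (1 higher and 0 lower when adjusted over the list alone), and the rise was Thy1 (0.92), which fibroblasts and endothelium also carry.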

Another gene was found to be colocalized with these genes: transformation-related protein 53.

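Trp53, the tumor suppressor p53, averaged 6.24 ± 0.25 in RAG1-/- and 5.28 ± 0.72 in WT in intact bone (SD, n = 3 arrays), a log2 difference of 0.96 (standard error 0.46, adjusted p = 0.157) in limma. In callus Trp53 was higher in RAG1-/- by 2.92 (adjusted p = 6.25e-06) at D3, 2.07 (adjusted p = 0.000535) at D7 and 1.77 (adjusted p = 0.00479) at D28. At D3 and D7 the WT arrays stood apart from all others. With the 12 pools as the replicates, Trp53 was among the 311 genes higher in RAG1-/- over the 6 days (adjusted p = 0.046, standard error 0.31), and no gene was called over the days with any day other than D14 left out. Trp53 also lost its call without replicate 1 (adjusted p = 0.0833), without replicate 3 (adjusted p = 0.0558) and with no filter on dim probes (adjusted p = 0.0996).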

### Bone Healing with and without Mature T and B Cells

To confirm the effects of T and B cells in bone formation processes, bone healing was analyzed in WT and compared to bone healing in RAG1^−/−^ mice: Movat’s pentachrome staining was used to quantify dimensions and distribution of callus tissue during the time course of healing. Histomorphometric methods were used to quantify cartilaginous fractions including zones of hypertrophic chondrocytes as well as ossified regions at the periosteal bone surface area in the fracture callus.

The WT showed a typical course of bone healing that consists of consecutive but overlapping phases. The inflammatory reaction that is initiated upon injury and bleeding resulted in visible hematoma formation and maturation (Figure 2, WT, D3). It is followed by cartilaginous callus formation (Figure 2, WT, D7). Upon hypertrophy of chondrocytes the matrix mineralized and the hard callus evolved, which consisted of woven bone (Figure 2, WT, D14). During the final phase of bone healing, remodeling took place thereby slowly rebuilding the form and function of the bone according to its mechanical constraints (Figure 2, WT, D21 and D28). When comparing the bone healing sequence in WT mice and mice lacking mature T and B cells it becomes apparent that ossification seems to be accelerated, which can be seen in the earlier onset of mineralization (Figure 2, RAG1^−/−^, D7). The earlier callus formation in the RAG1^−/−^ animals lacking mature T and B cells has been reported in detail before (4).

**Figure 2:**
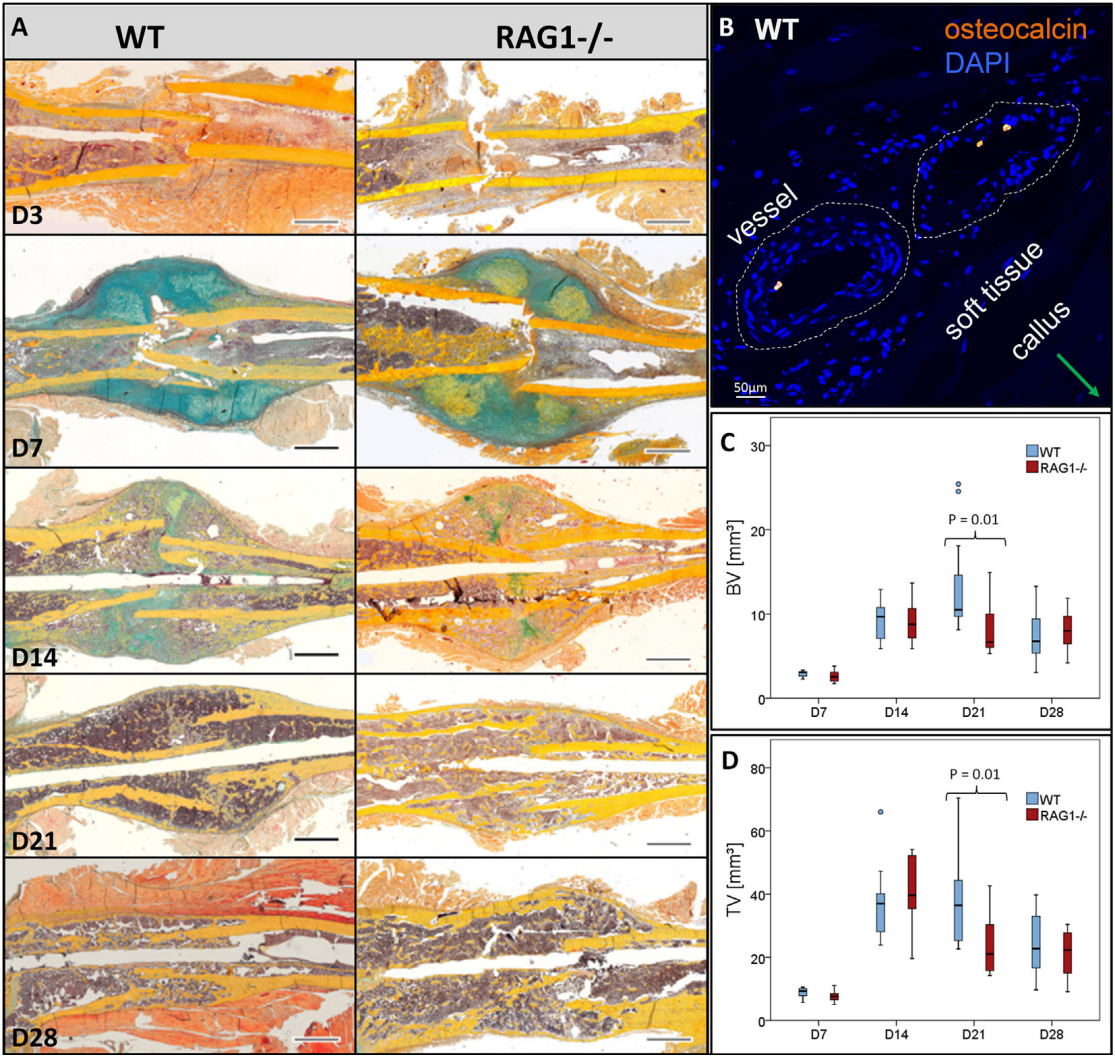
**Fracture healing in wild-type (WT) and recombination activating gene 1 homozygous knockout (RAG1^−/−^) animals: (A) fracture healing in the WT animals showed the typical steps of hematoma [day 3 (D3)], soft callus formation (D7), woven bone deposition (D14), and remodeling (21 and 28 days)**. In the RAG1^−/−^ animals, lack of mature T and B cells has altered this sequence. D3 shows abundant endosteal hematoma, however, periosteal bone formation far from the fracture gap was also seen. 7 days after fracture mineralized batches in the cartilaginous callus indicated enhanced mineralization of the callus, these were more pronounced than in the WT. At D14, the cartilage was vastly calcified and remodeling was enhanced at 21 and 28 days (Movat’s pentachrome staining: bone—yellow, cartilage—blue/green, muscle—red, bone marrow—magenta, and connective tissue— light blue; scale = 1 mm). **(B)** Osteocalcin-positive cells were found in WT in the vessel of the soft tissue surrounding the callus. Micro computed tomography analysis (without normalization to the contralateral bone—to analyze the difference in healing only) showed higher bone volume **(C)** and the total volume **(D)** in the WT animal callus at D21.

During healing, Ocn visualization showed lower signals in the RAG1^−/−^ than in the WT callus at D7 (Figure 2B). Furthermore, microCT analysis of bone healing progression reflected an increased BV and total volume (TV) in the WT animals at D21 (Figures 2C,D, respectively). Both, BV and TV showed a decreasing trend between D21 and D28 in the WT but not in the RAG1^−/−^.

### Bone Deposition Pattern Changes in the Absence of Mature B and T Lymphocytes

To determine how mature T and B cells influence the material formation of bone, we looked into bone apposition during bone healing. Bone formation was monitored using fluorescent dyes injected 2 days prior to sacrifice at 7, 14, and 21 days after fracture to determine new bone formation in the fracture callus with (WT) and without B and T lymphocytes (RAG1^−/−^).

At D7 post fracture, the RAG1^−/−^ animals showed more bone formation in areas of intramembranous/periosteal ossification (Figures 3A,D,G,H). This result supports the finding of accelerated mechanical stabilization in the absence of mature T and B cells reported earlier (4).

**Figure 3:**
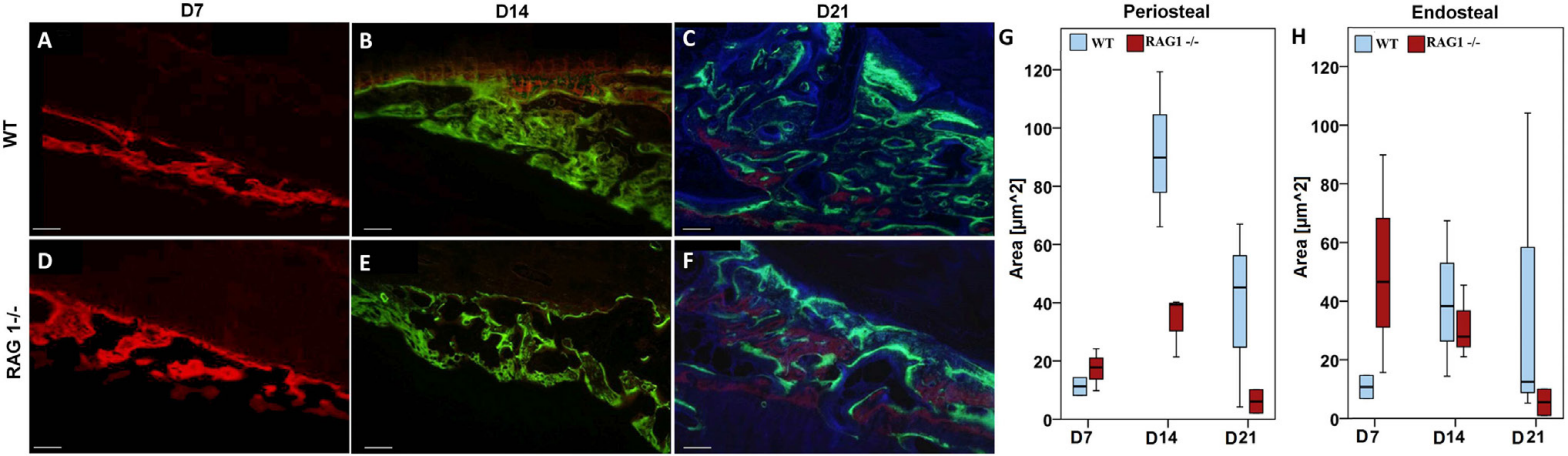
**Fracture callus mineralization differs without mature T and B cells**. Fluorochrome labeling reflects mineral deposition in bone matrix upon binding to a fluorophore. Red labeled areas show mineral deposition at day 7 (D7) [**(A)** for wild-type (WT) and **(D)** for recombination activating gene 1 homozygous knockout (RAG1^−/−^)], green ones reflect deposition at D14 [**(B)** for WT and **(E)** for RAG1^−/−^], these time points show larger deposition areas in the RAG1^−/−^ compared to the WT. However, the area of mineral deposition (blue area) at D21 was larger in the WT **(C)** than in the RAG1^−/−^ **(F)**. Intramembranous/periosteal mineral deposition was higher in the RAG1^−/−^ only at D7 and then higher in the WT **(G,H)**. Interestingly, mineral deposition in the cartilaginous callus/endosteal ossification was not different at D14 or D21, but was higher in the RAG1^−/−^ only at D7. Scale bar: 100 µm, see Table S3 in Supplementary Material for periosteal/endosteal area values (μm^2^) per group and time points.

However, this dynamic changed at later healing time points, when WT bone formation exceeded RAG1^−/−^ bone formation at D14 post fracture during the phase of endochondral ossification in normal bone healing (Figures 3B,E,G,H). During the remodeling stage, WT bone formation was distinctively higher than in RAG1^−/−^ bone formation, indicating an active bone forming process in a phase where high numbers of T and B cells are present (Figures 3C,F,G,H) (13). During the remodeling stage, the bone adapts to its mechanical loading that according to “Wolff’s law” determines form and function of the bone.

We conclude that in the presence of T and B cells the bone formation process is guided to allow proper matrix organization leading to distinct bone quality.

### Distinctive Changes in Fibril Fibers in Fracture Callus upon Lack of B and T Lymphocytes

To further unravel the impact on matrix formation in animals lacking mature T and B cells, we investigated fibrillar collagen fiber deposition during bone healing in the early fracture callus using second harmonic photon microscopy (D7 post fracture). While fibers in the WT seem to be aligned along the outer callus border and also surrounding the dark areas that would indicate cartilaginous zones, this was not found in the RAG1^−/−^ calluses (Figure 4).

**Figure 4:**
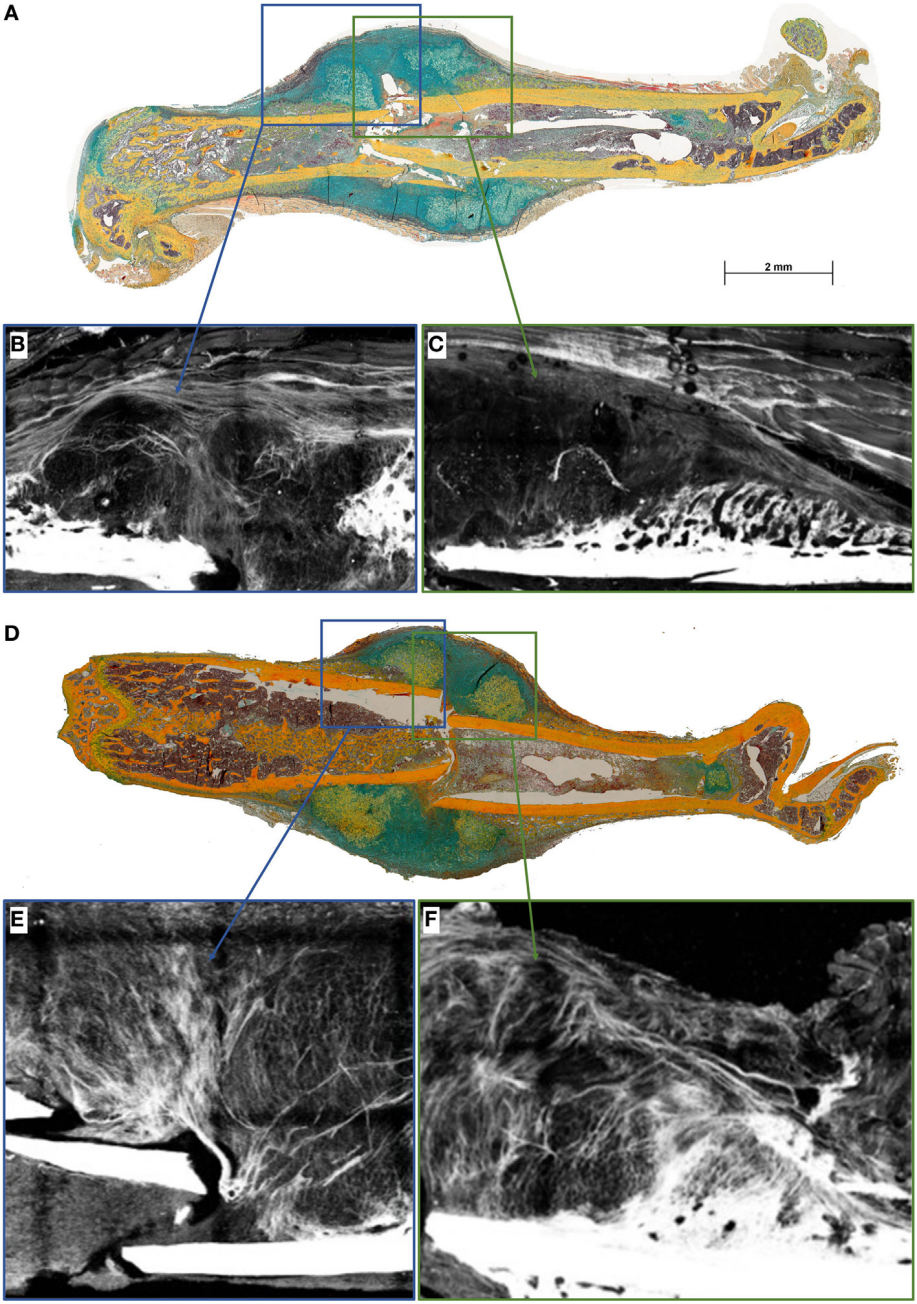
**Collagen fibril deposition appears disorganized in recombination activating gene 1 homozygous knockout (RAG1^−/−^) animals’ callus at day 7 (D7)**. Seven days after fracture the callus was imaged to analyze the collagen deposition pattern in wild-type (WT) mice **(A)** and RAG1^−/−^ mice **(D)**. WT animals show an aligned structure of collagen fibrils **(B)** in the callus and on the periosteal surface **(C)**, the imaging also shows structurally sound woven bone on the periosteal surface. Disarrangement of collagen fibrils structure was apparent in the RAG1^−/−^ callus **(E)**, and periosteal bundle arrangement is seen with dense mineral deposition in the periosteal surface without woven bone structure **(F)**. This representative image shows the disorganized collagen deposition occurring without mature T and B cells in the RAG1^−/−^ animals. (Blue rectangles show the central area of the fracture callus while the green outtakes concentrate on the margin and thus periosteal callus area.)

For bone formation, ColI deposition proceeds with the binding of hydroxyapatite during matrix mineralization. Since bone formation was affected in RAG1^−/−^, ColI was analyzed during bone healing in both animal types by immunohistochemical staining. In the WT animals, a typical outer callus area was positive for ColI, while this ColI-positive area was missing in the RAG1^−/−^ animals (Figures 5A–D).

**Figure 5:**
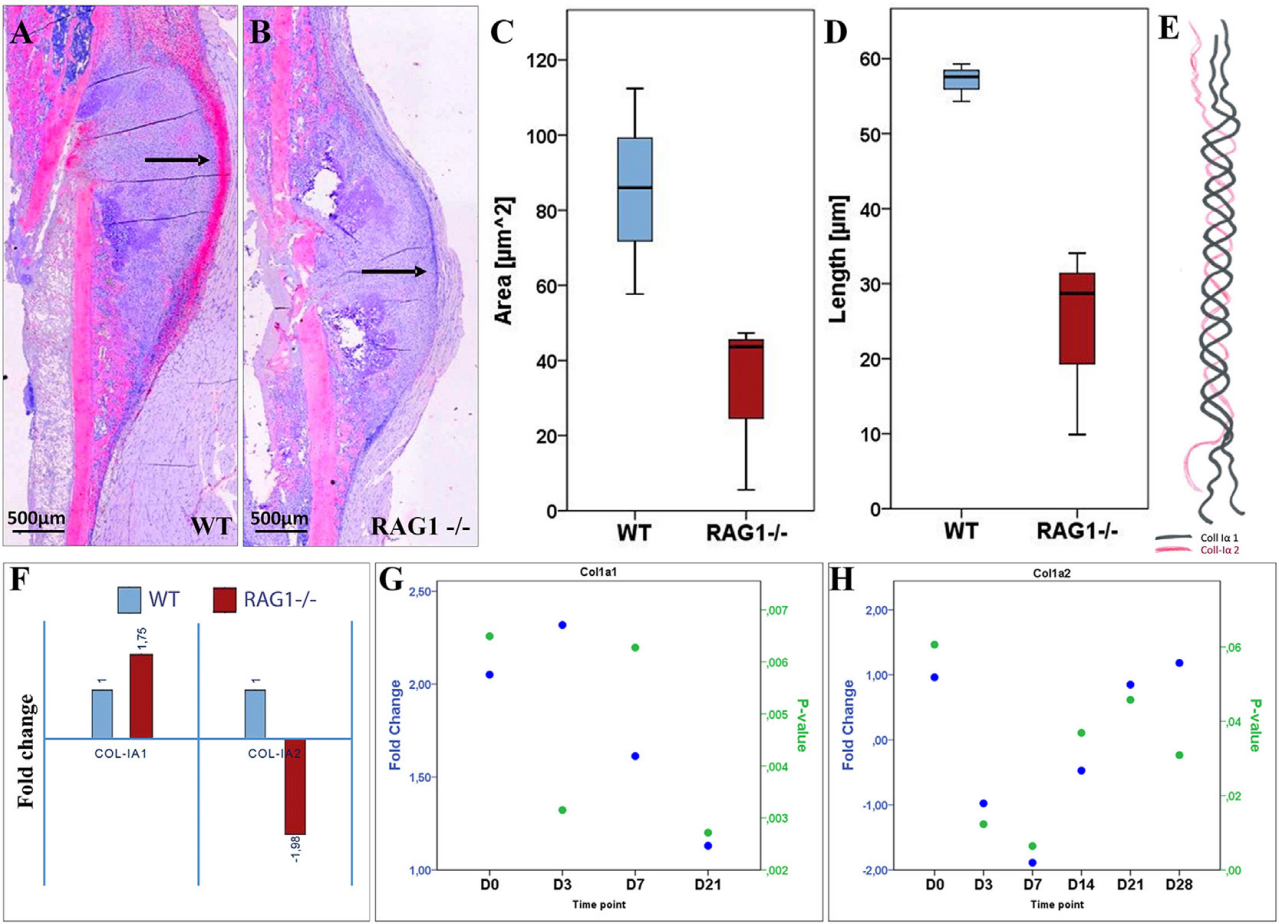
**Collagen type I (ColI) deposition and expression pattern are considerably altered in fracture healing when mature T and B cells are absent**. **(A)** Histological staining of ColI (2.5× overview) shows higher signal intensity (indicated by black arrows) on the periosteal surface and the callus outer borders in the wild-type (WT) at day 7 (D7). **(B)** Lack of signal location at the callus outer border in the recombination activating gene 1 homozygous knockout (RAG1^−/−^) at D7 with general lower signal intensity. Compared to the RAG1^−/−^, larger ColI-positive area in the WT **(C)** and longer surface in the WT **(D)** are detected. **(E)** ColI composition: two subunits of ColIα1 and one subunit of ColIα2 form the typical ColI triple helix. **(F)** The expression of the ColI subunits Iα1 and Iα2 at D7 shows a 1.75-fold increase in ColIα1, while the expression of ColIα2 was decreased by 2. Changed expression patterns for ColIα1 **(G)** and ColIα2 **(H)** were observed throughout the observed healing period of 28 days.

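Col1a1 was higher in RAG1-/- than in WT at every day except D14, and Col1a2 changed sides during healing. At D3, Col1a1 was 12.80 ± 0.32 in RAG1-/- and 10.35 ± 0.10 in WT (SD, n = 3 arrays), a log2 difference of 2.44 (standard error 0.15, adjusted p = 1.06e-13) in limma. The differences were −0.08 (adjusted p = 0.999) at D14, 1.16 (adjusted p = 1.88e-06) at D21 and 0.81 (adjusted p = 0.00015) at D28. Col1a2 differed by −1.09 (adjusted p = 0.0051) at D3, 0.04 (adjusted p = 0.999) at D14, 1.02 (adjusted p = 0.0179) at D21 and 1.58 (adjusted p = 0.000392) at D28. Over the 6 days, with the 12 pools as the replicates, Col1a1 was higher by 1.39 (standard error 0.32, adjusted p = 0.0497). That call was lost when D0, D3, D7, D21 or D28 was left out, without replicate 1 (adjusted p = 0.0833), with no filter on dim probes (adjusted p = 0.104) and with no day block (adjusted p = 0.107). At D14 the WT arrays of Col1a2 were 9.61 on replicate 1 and 11.63 and 11.56 on the other two. The WT arrays of D3 stood apart from all other groups but WT D7.

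**Figure D3:**
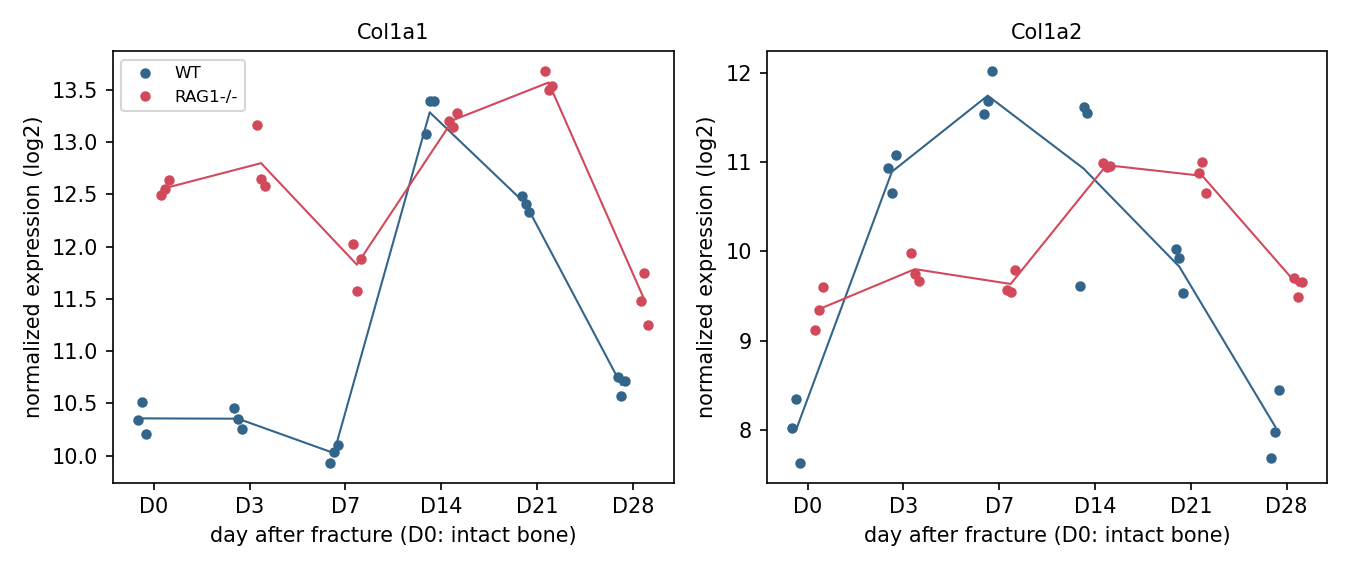
Log2 values of Col1a1 and Col1a2 on each array by day after fracture, with WT in blue, RAG1-/- in red and lines through the group means. At D3 the RAG1-/- arrays lie above the WT arrays for Col1a1 (difference 2.44) and below them for Col1a2 (−1.09). The WT arrays of D3 and D7 stood apart from all others on the first principal component.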

ColI is a fiber composed of two ColIα1 and one ColIα2 fibrils (Figure 5E). Upon analyzing the expression of ColI subunits, a significantly altered expression pattern was detected (Figures 5G,H; see Table S2 in Supplementary Material). Interestingly, at D7 ColIα1 expression was nearly two times higher in the RAG1^−/−^, while ColIα2 was nearly two times lower when compared to the WT group (Figure 5F). This indicates a severe dysregulation of both subunits of ColI, which represents the most important matrix component of bone. 

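Col1a2 rose from intact bone to D7 in WT and did not pass in RAG1-/-, and the change itself differed between genotypes. Col1a1 at D7 was 11.83 ± 0.23 in RAG1-/- and 10.03 ± 0.09 in WT (SD, n = 3 arrays), a log2 difference of 1.80 (standard error 0.15, adjusted p = 7.51e-11) in limma. Col1a2 was 9.64 ± 0.14 in RAG1-/- and 11.75 ± 0.25 in WT (SD, n = 3 arrays), a difference of −2.11 (standard error 0.32, adjusted p = 2.79e-06). On the linear scale these differences are ratios of 3.49 and 0.231. Against D0 of the same genotype, Col1a2 changed by 3.75 (adjusted p = 8.09e-11) in WT and by 0.28 (adjusted p = 0.794) in RAG1-/-, a difference between genotypes in that change of −3.47 (adjusted p = 6.88e-07). For Col1a1 the changes were −0.33 (adjusted p = 0.0741) in WT and −0.73 (adjusted p = 0.00101) in RAG1-/-. Each of these genes was read by a single probe, and the WT arrays of D7 stood apart from all others. In WT at D7, the brightest and second brightest probes of a gene went in opposite directions for 22.9% of genes where both differed from D0. The limit there was an adjusted p under 0.05 in limma.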

Without mature T and B cells, the synthesis and deposition of ColI were distinctly changed during the early fracture healing stages.

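In early callus, more collagen genes were higher than lower in RAG1-/-, and a muscle gene and ribosomal genes were among those far above WT at D3. Lox, which crosslinks collagen, was higher by 4.84 (adjusted p = 8.13e-09) at D3 and 2.91 (adjusted p = 3.44e-05) at D7, and the matrix glycoprotein Sparc by 2.15 (adjusted p = 4.95e-08) at D3. Of 27 collagen genes, 11 were higher, 4 were lower and 12 did not pass at D3 (11 higher and 4 lower when adjusted over the list alone) and 15 were higher, 2 were lower and 10 did not pass at D7 (15 higher and 2 lower when adjusted over the list alone) in limma. Among 20 collagen processing and crosslinking genes, 9 were higher, 6 were lower and 5 did not pass at D3 and 6 were higher, 6 were lower and 8 did not pass at D7 (9 higher and 6 lower when adjusted over the list alone at D3, 6 higher and 6 lower when adjusted over the list alone at D7). The myosin light chain Mylpf was 13.16 ± 0.06 in RAG1-/- and, near the floor, 4.80 ± 0.12 in WT at D3 (SD, n = 3 arrays), and the ribosomal genes Rpl31 (6.14) and Rps2 (5.65) were higher as well. Of 29 skeletal muscle genes, 17 were higher, 2 were lower and 10 did not pass at D3 (19 higher and 3 lower when adjusted over the list alone) and 19 were higher, 2 were lower and 8 did not pass at D7 (21 higher and 2 lower when adjusted over the list alone), and the WT arrays of both days stood apart from all others. Over all genes, 2686 were higher and 2417 lower in RAG1-/- at D3, and 2797 and 2199 at D7. At D14 there were 273 and 206 (564 and 399 without WT replicate 1, and 40 and 20 with the test named in the paper's methods), at D21 1512 and 1016, and at D28 2007 and 1020. Where the brightest and second brightest tested probes of a gene both passed the genotype test, they disagreed in direction for 24.5% of such genes at D3 and 23.8% at D7. The share was 16.3% at D28, 9.84% at D21, 7.28% at D0 and 0 at D14. Over the 6 days, with the 12 pools as the replicates, 2 of the collagen genes were higher and none lower (9 higher and 0 lower when adjusted over the list alone), and camera placed the list above the other genes (adjusted p = 0.0486), a call that was lost with an estimated correlation between genes (adjusted p = 0.71) and without D0 (adjusted p = 0.129) or D21 (adjusted p = 0.0581). From the opposite directions of the collagen I subunits at D7, the paper concludes that both subunits were dysregulated.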

### Osteoblast Cell Dynamics Are Distinctly Altered without Mature T and B Cells

With the clear evidence that the lack of mature T and B cells leads to extracellular matrix (ECM) alteration in bone tissues during organogenesis and very pronounced in bone healing, the cells responsible for ColI production were analyzed. ColI is mainly produced by osteoblasts during the bone formation process. Due to the altered ColI pattern in RAG1^−/−^ mice, histological sections were analyzed for Ocn-positive osteoblasts (Figure 6). In WT animals, osteoblasts were concentrated in the cell rich outer callus layer jointly with fibrillar fibers and an intense ColI expression (Figures 6A,B). In RAG1^−/−^ animals, Ocn-positive cells were concentrated in a distinctly different area, in the connective tissue and muscle layer directly adjacent to the fracture callus but not at the forefront of callus formation (Figures 6C,D).

**Figure 6:**
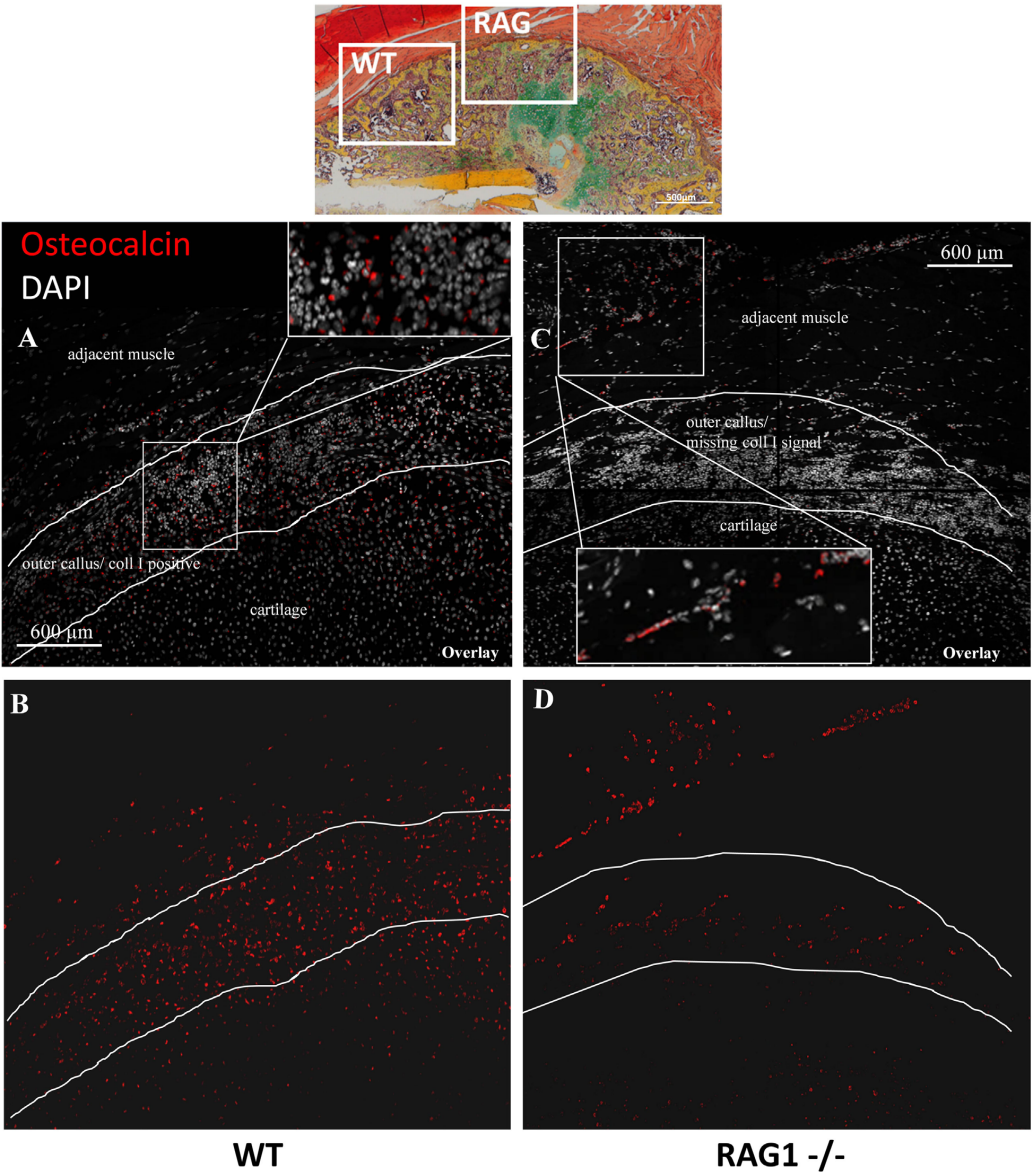
**Osteocalcin (Ocn)-positive cells show an aberrant localization in the fracture callus of animals healing without mature T and B cells**. Immunohistological images of Ocn-positive cells in the fracture callus of WT **(A,B)** and recombination activating gene 1 homozygous knockout (RAG1^−/−^) animals **(C,D)** at day 14 reveal an abundance of these cells in the collagen type I-positive outer rim of the wild-type callus **(A)** while these cells are scarce in the equivalent location in RAG1^−/−^ animals **(C)**. In the RAG1^−/−^ animals, a layer of Ocn-positive cells appears in the soft tissue adjacent to the fracture callus (red = Ocn; gray = DAPI to stain cell nuclei).

The abovementioned data suggested that T and B cells are important for the tissue properties of newly formed bone material and that osteoblasts are located distant to the callus tissue formation front if mature T and B cells are missing. Thus, the interdependency of the immune cells and the bone formation signals were analyzed during fracture healing using expression analysis.

A detailed examination of osteoclasts, bone cells responsible for bone degradation revealed no significant difference in osteoclasts numbers in the healing cascade up to D14. At D14, RAG1^−/−^ showed significantly more osteoclasts (*p* = 0.037): at this time point occurs typically the maturation from the soft callus to hard callus and the beginning woven bone deposition in WT animals (Figure S2 in Supplementary Material).

### Expression Analysis Confirms That the Changes in RAG1^−/−^ Bone Formation Are Linked to Mature T and B Cells

To identify the discrepancies in bone healing we have limited the comparison of RAG1^−/−^ and the WT callus tissue to the gene sets selected in commercial array panels for angiogenesis, cytokines, and growth factors, and bone remodeling and BMP (bone morphogenetic protein) signaling (Qiagen, Hilden, Germany). 

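The gene lists of the commercial panels are not given in the sources used here, so a list for each subject was written for this work. The angiogenesis list holds 87 genes, of which 56 were tested, the list of cytokines and growth factors 88, of which 61 were tested, and the list of bone remodeling and BMP signaling 103, of which 83 were tested. At D3, the growth factor Vegfa was among the angiogenesis genes above WT at its brightest probe, while its second brightest gave −0.43, and of the list 16 were higher, 13 were lower and 27 did not pass in limma (16 higher and 13 lower when adjusted over the list alone). Of the cytokine and growth factor list, 11 were higher, 11 were lower and 39 did not pass at D3 (11 higher and 11 lower when adjusted over the list alone), and of the bone list 31 were higher, 22 were lower and 30 did not pass (31 higher and 23 lower when adjusted over the list alone). The WT arrays of D3, which these counts rest on, stood apart from the other days but D7. In intact bone the counts were 14 higher and 4 lower for angiogenesis, 15 and 4 for cytokines and growth factors, and 25 and 10 for bone. At D21 36 genes of the bone list were higher and 4 lower, among them the collagenase Mmp14 (3.04).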

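In RAG1-/- mice, more genes differed from intact bone at D21 than at the other days. The proteases Ctsk and Mmp13 of resorbing bone rose by 1.98 (adjusted p = 1.35e-09) and 1.93 (adjusted p = 1.25e-13) at D7, and the osteoclast exchanger gene Nhedc2 rose by 4.74 (adjusted p = 1.15e-10) at D14 and 5.06 (adjusted p = 3.41e-11) at D21. The acute phase and neutrophil genes Serpina3n (−5.57), Lcn2 (−4.79) and S100a8 (−4.49) were lower at D14 than in intact bone. At an adjusted p under 0.01 and a change of more than 2-fold in limma, 100 genes rose and 213 fell at D3, 105 and 185 at D7, 265 and 252 at D14, 374 and 437 at D21, and 219 of each at D28. In WT the same limits gave 1365 and 1444 at D3, 1253 and 1441 at D7, 797 and 534 at D14, 484 and 555 at D21, and 335 and 681 at D28. Leaving out replicate 1, 2 or 3 of each group gave 1547, 801 and 711 genes in WT at D14. The WT count at D28 also fell with a replicate number left out. In RAG1-/-, leaving out replicate 2 gave 140, 126, 283 and 217 genes at D3, D7, D14 and D28, and leaving out replicate 3 gave 167, 162, 310 and 254.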

In RAG1^−/−^ mice, when D0 was taken as control to look into the changes during the bone healing process, the gene list was compared to the panels for an overview of the change in expression. At D3, over 30% of the differentially expressed genes were related to angiogenesis (Figure 7A), the percentage declined from D7 (20%) to D14 (12.5%) to D21 (9%) to 0% at D28. However, the cytokine- and growth factor-related genes showed an irregular pattern with 0 differentially expressed genes at D3, an increase from 20% at D7 to 25% at D14 followed by a decrease at D21 (18%) and again an increase at D28 (33%) (Figure 7A). 

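Among angiogenesis genes in RAG1-/- callus, the gelatinase Mmp9 rose at D14 and D21 and Vegfa fell early. Vegfa, the main growth factor of endothelium, fell by 1.39 at D3 and by 1.67 at D7 on the log2 scale, and Mmp9 rose by 3.48 (adjusted p = 2.16e-18) at D14 and 3.56 (adjusted p = 1.7e-18) at D21. Timp1, an inhibitor of matrix metalloproteinases, rose by 1.65 at D3 and 1.05 at D28. Of the genes of the 3 lists that changed against D0 in RAG1-/-, angiogenesis genes made up 30.0% of 20 at D3, 35.3% of 17 at D7, 23.3% of 43 at D14, 29.5% of 61 at D21 and 20.0% of 25 at D28. The list was written for this work, and a gene that stands in more than 1 of the 3 lists counts in each.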

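Among cytokine and growth factor genes in RAG1-/- callus, the receptor genes Tnfrsf11a, which receives the osteoclast differentiation signal, and Csf1r, the receptor for macrophage colony-stimulating factor, rose by 2.37 and 1.80 at D14 on the log2 scale. The growth factor Igf2 fell by 2.12, the neutrophil chemokine Cxcl1 by 1.82 and Il1b by 1.37 at the same day. Genes of this list made up 25.0% of the genes of the 3 lists that changed against D0 at D3, 17.6% at D7, 27.9% at D14, 19.7% at D21 and 36.0% at D28. Without replicate 2 the share was 11.1% at D3 and 8.33% at D7. At D3 the changed genes were Vegfa, Ccl4 (−1.28), Fgf1 (−1.13), Cxcl14 (−1.12) and Igf2 (−1.11).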

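In RAG1-/- callus, genes of bone remodeling and BMP signaling were the largest part of the changed genes of the 3 panel lists at each day. Osteocalcin genes rose at D3, with 1.31 for Bglap1 and 1.24 for Bglap2 on the log2 scale, and the antagonist Bmp3 rose by 2.61 (adjusted p = 4.72e-06) at D14. At D21, Bglap1 had risen by 3.33. Genes of the bone list made up 45.0% of the changed genes of the 3 lists at D3, 47.1% at D7, 48.8% at D14, 50.8% at D21 and 44.0% at D28. The bone list is also the longest, with 83 tested genes against 56 for angiogenesis and 61 for cytokines and growth factors. The genes came from lists written for this work, tested against D0 in limma at an adjusted p under 0.01 and a change of more than 2-fold.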

Interestingly, the panel involving bone remodeling and BMP signaling (Figure 7A) showed an approximate consistency at all time points from D3 (67%), D7 (60%) through D14 (62.5%), D21 (73%) until D28 (67%).

**Figure 7:**
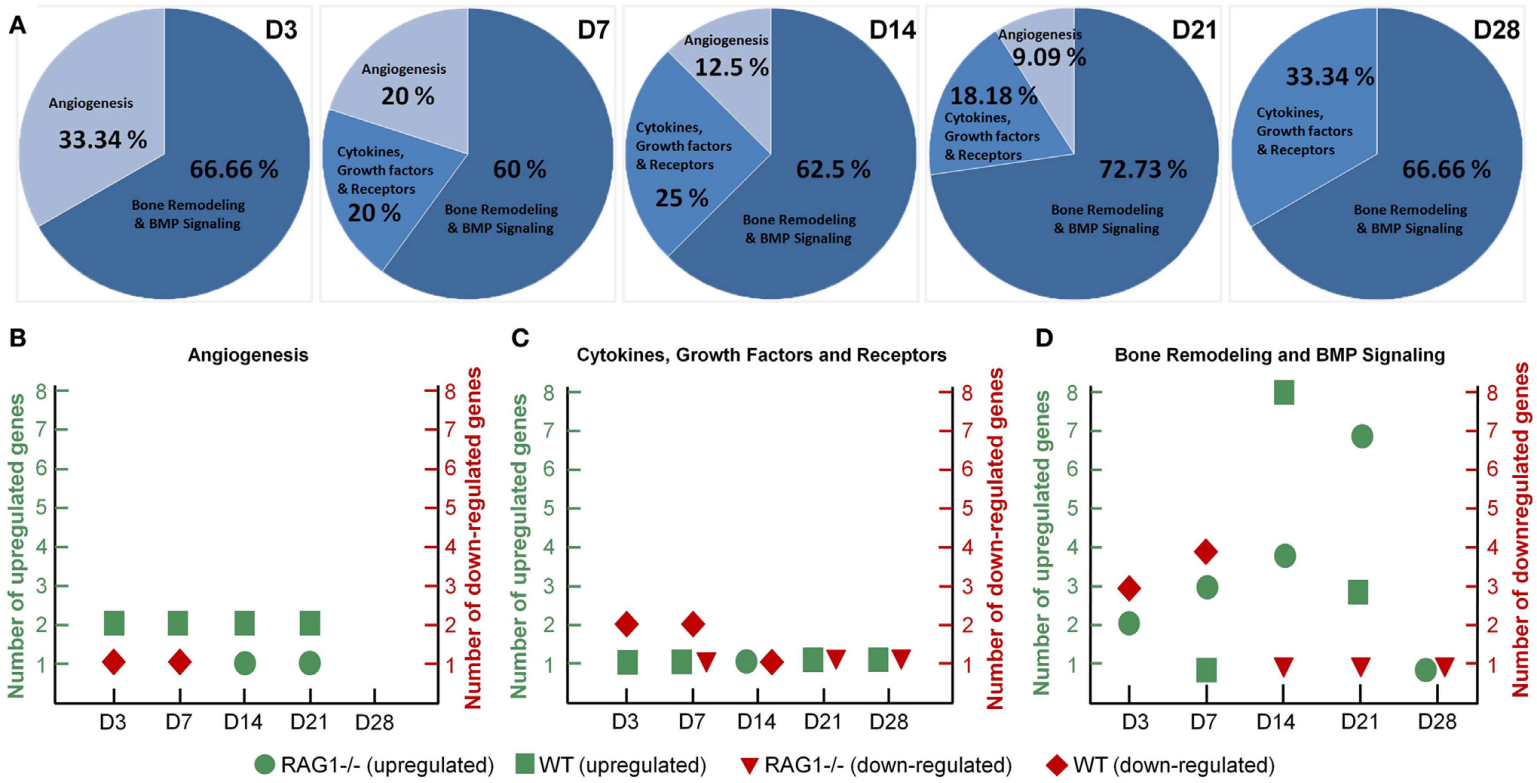
**Dysregulated angiogenesis and cytokine expression in the recombination activating gene 1 homozygous knockout (RAG1^−/−^) callus along with chronically shifted (earlier) bone formation and remodeling**. **(A)** Angiogenesis-related genes showed declining numbers of differentially expressed genes with healing progression in the RAG1^−/−^. Cytokines and growth factor gene expression was highest at day 28 (D28). Interestingly, the percentage of bone remodeling and formation differentially expressed genes was almost constant throughout the healing in the RAG1^−/−^ fracture callus. **(B)** Mostly, wild-type (WT) genes were upregulated at all time points, whereas upregulation in the RAG1^−/−^ was only at D14 and D21. **(C)** RAG1^−/−^ genes were upregulated only at D14. **(D)** Number of upregulated genes in the RAG1^−/−^ increased from D3 to D14, however, at D28 upregulated genes were still seen in the RAG1^−/−^.

Additionally, when the RAG1^−/−^ group was compared to the WT group, more genes were seen to be upregulated in the WT group in the angiogenesis panel, whereas genes in the RAG1^−/−^ group on the other side were downregulated at D3 and D7 and upregulated only at D14 and D21 (Figure 7B). However, cytokines and growth factors panel showed that more genes were downregulated in the WT group at D3 and D7, but upregulated at all time points in comparison with the RAG1^−/−^ mice (which showed a downregulation of genes at D7, D21, and D28 and an upregulation only at D14) (Figure 7C). 

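Against intact bone of the same genotype, WT callus raised the inhibitor Timp1 and the cytokine Tgfb1 and lowered Vegfa early, and in RAG1-/- fewer genes of the list passed the limits at D3 and D7. In WT at D3, Tgfb1, a growth factor of bone and vessels, rose by 2.70 (adjusted p = 1.37e-06), Timp1 by 2.44 and Efna1, an ephrin of vessels, by 2.55, while Mapk14 fell by 4.48 and Vegfa by 3.96 on the log2 scale. In RAG1-/- at the same day the rises were Timp1 and Sphk1 (1.05), and the falls included the receptor Flt1 (−1.58). Of the 56 angiogenesis genes, 11 rose and 8 fell in WT at D3, 9 and 7 at D7, 12 and 2 at D14, 9 and 3 at D21, and 4 and 4 at D28. In RAG1-/-, 2 rose and 4 fell at D3, 4 and 2 at D7, 7 and 3 at D14, 12 and 6 at D21, and 2 and 3 at D28. Between genotypes at D7, 20 were higher, 8 were lower and 28 did not pass (20 higher and 8 lower when adjusted over the list alone). The WT arrays of D3 and D7, which these early counts rest on, stood apart from all other arrays.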

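In WT callus at D3, the osteoclast receptor gene Tnfrsf11a and the chemokine gene Ccl4 rose, and the growth factor gene Igf1 fell. Tnfrsf11a rose by 2.96 (adjusted p = 4.34e-12), the interleukin 1 receptor antagonist Il1rn by 2.25 and the chemokine Ccl4 by 2.16, while Igf1 fell by 2.82 on the log2 scale. At D14 the chemokine Ccl9 rose by 2.46 in WT and by 1.80 in RAG1-/-. Of the 61 cytokine and growth factor genes, 9 rose and 6 fell in WT at D3, 10 and 6 at D7, 7 and 3 at D14, 8 and 2 at D21, and 4 and 4 at D28. In RAG1-/-, 0 rose and 5 fell at D3, 1 and 2 at D7, 7 and 5 at D14, 6 and 6 at D21, and 4 and 5 at D28. Between genotypes at D7, 14 were higher, 7 were lower and 40 did not pass (13 higher and 7 lower when adjusted over the list alone), with the WT arrays of D3 and D7 standing apart from the rest.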

In the bone remodeling and BMP signaling panel, RAG1^−/−^ mice showed differentially expressed genes at all the time points with the highest number of upregulated genes at D21, while WT showed the highest number of upregulated genes at D14 when compared to RAG1^−/−^ (Figure 7D). 

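In WT callus the brightest probe of the bone matrix gene Ibsp rose, and the protease gene Ctsk rose in RAG1-/- callus. That probe of Ibsp rose in WT by 3.70 (adjusted p = 4.91e-16) at D3, 3.78 at D7, 3.41 at D14 and 3.30 at D21 on the log2 scale, and the chaperone Serpinh1 by 2.78 and the parathyroid hormone receptor Pthr1 by 2.77 at D14. The other probe of Ibsp gave −0.70 at D3, −1.54 at D7, 2.39 at D14 and 0.27 at D21 in WT. In RAG1-/-, Ctsk rose by 4.21 at D14 and 4.26 at D21. Of the 83 bone remodeling and BMP signaling genes, 20 rose and 8 fell in WT at D3, 23 and 10 at D7, 37 and 0 at D14, 23 and 0 at D21, and 7 and 2 at D28. In RAG1-/-, 6 rose and 3 fell at D3, 8 and 0 at D7, 17 and 4 at D14, 31 and 0 at D21, and 6 and 5 at D28. Between genotypes at D7, 30 were higher, 19 were lower and 34 did not pass (31 higher and 19 lower when adjusted over the list alone). The WT arrays of D3 and D7, behind the WT counts of these days and the difference at D7, stood apart from all others, and the WT count at D14 pools arrays that stand apart, replicate 1 from replicates 2 and 3.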

The gene number blot (Figure 7D) showed a shift in upregulation/downregulation patterns in genes related to bone remodeling between the two groups.

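The change from D0 itself differed between genotypes for Mmp13, Mmp9 and Panx3. For the collagenase Mmp13 the change to D14 was larger in RAG1-/- than in WT by 1.40 (adjusted p = 2.43e-08) on the log2 scale, and for Mmp9 the difference at D3 was −2.05 (adjusted p = 1.96e-10). For Panx3 the difference in the change to D14 was −5.48 (adjusted p = 1.14e-06). In WT at D14, Panx3 was 9.13 on replicate 1, 11.77 on replicate 2 and 12.13 on replicate 3. In limma at an adjusted p under 0.05 and a difference of more than 2-fold, the change to D3 was more positive in RAG1-/- for 1341 genes and more negative for 1229. The counts were 1258 and 985 at D7, 448 and 639 at D14, 436 and 436 at D21, and 619 and 306 at D28. The WT arrays of D3 and D7, behind the values of these days, stood apart from all others. Both directions together, the 1087 genes at D14 became 615 without replicate 2 and 576 without replicate 3, the 872 at D21 506 and 491, and the 925 at D28 556 without replicate 2.

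**Figure D4:**
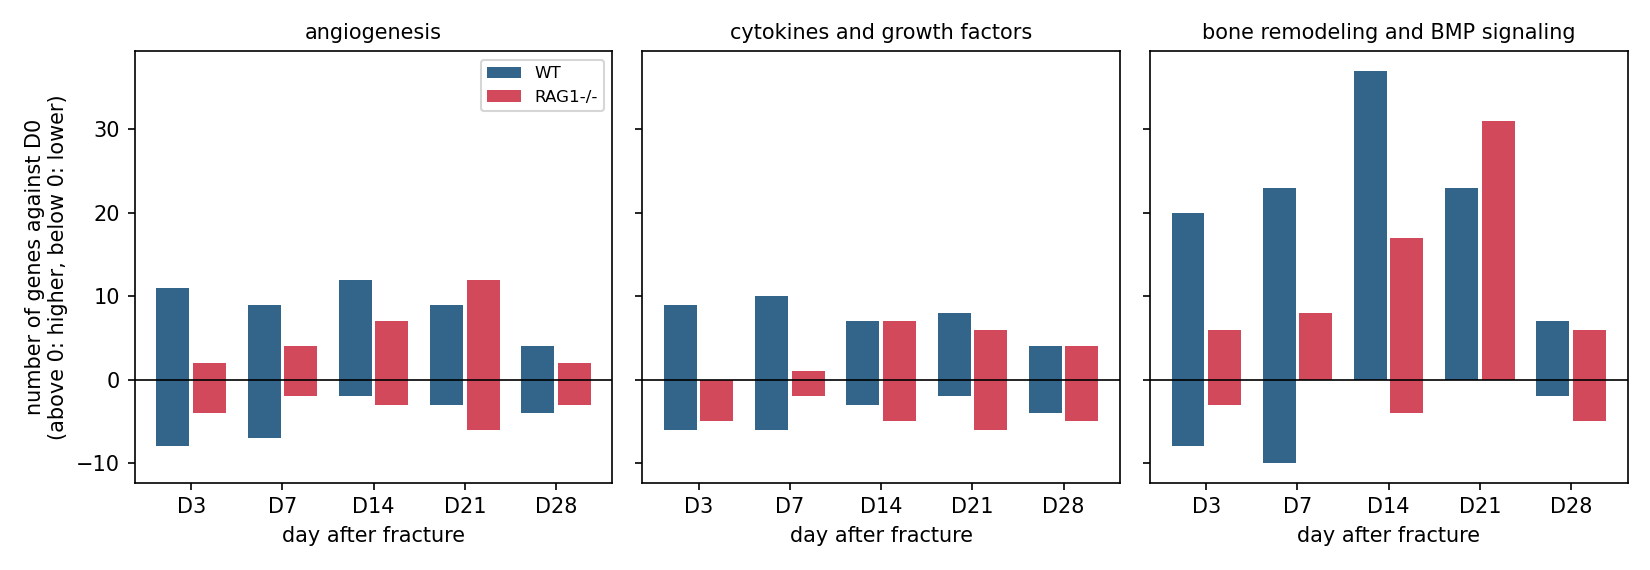
Number of genes of each panel list that rose (above 0) or fell (below 0) against D0 at D3, D7, D14, D21 and D28 in WT and RAG1-/-, at an adjusted p under 0.01 and a change of more than 2-fold. In the bone list the highest count of risen genes was 37 at D14 in WT and 31 at D21 in RAG1-/-.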

### The Effect of Changed Healing Pattern in the RAG1^−/−^ Animals Is Predominantly Caused by the Lack of T Cells

Changes in mineralization in RAG1^−/−^ could be dependent on the lack of T cells or B cells independently. Therefore, the 7-day healing process was assessed in animals that lacked either T cells (TCRβδ^−/−^) or B cells (JHT^−/−^). The histological images showed that in the animals that lacked only T cells an earlier mineralization was detected (Figures 8A,B, left) and the cartilaginous area showed signs of mineralized matrix earlier as well (Figure 8C).

**Figure 8:**
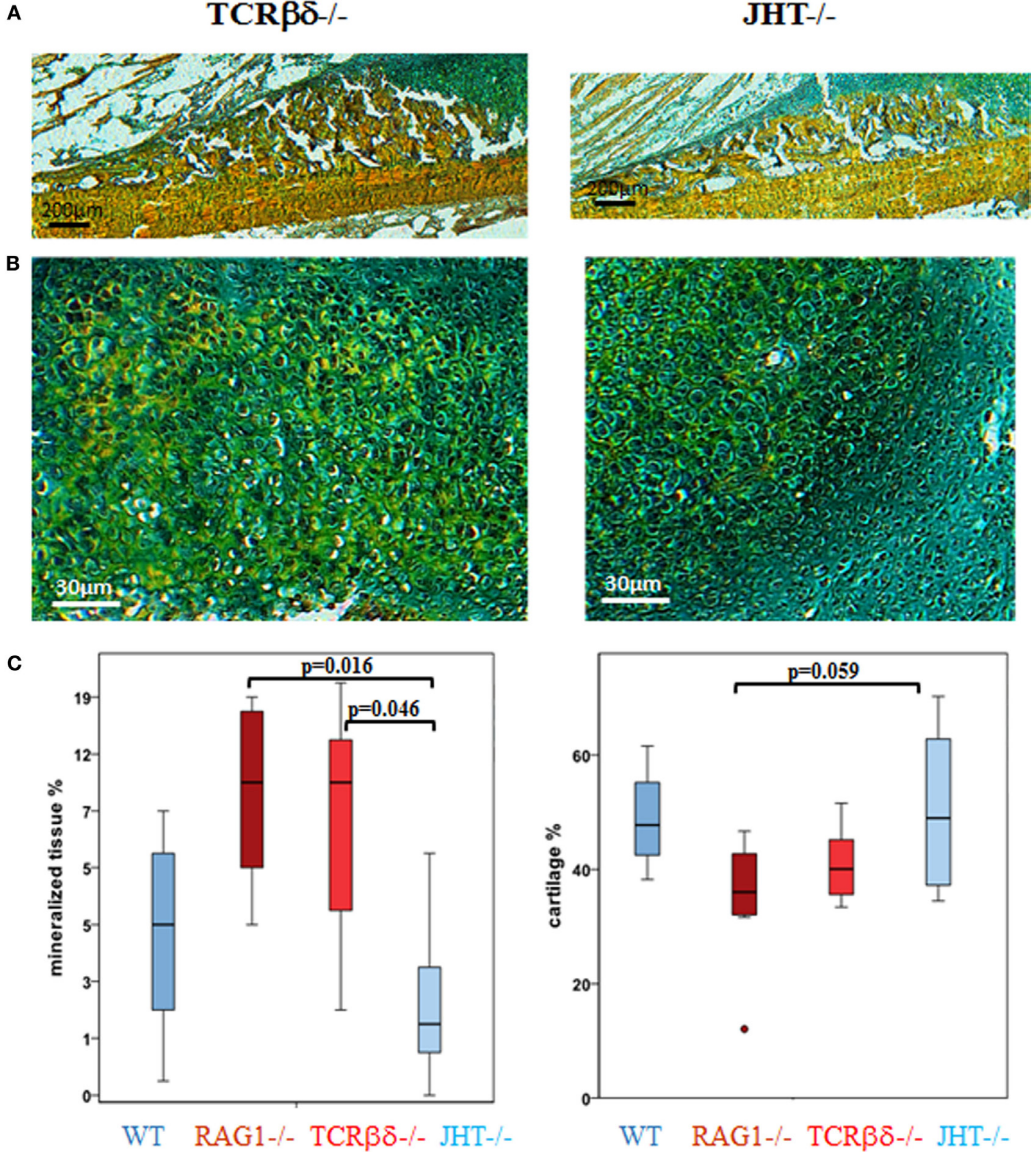
**Single knockouts for either T cells or B cells reveal a distinct healing pattern**. In T cell-deficient mice healing resembles recombination activating gene 1 homozygous knockout (RAG1^−/−^) animals, while B cell-deficient mice resemble the wild-type (WT) healing more closely. Movat’s pentachrome staining of fracture healing 7 days into healing revealed an early mineralization in T [T cell receptor β and δ chain homozygous knockout (TCRβδ^−/−^)] and B [joining region homozygous knockout (JHT^−/−^)] cell-deficient mice **(A,B)** that was also seen in RAG1^−/−^ animals and which exceeds the mineral deposition in B cell-deficient mice. **(C)** A histomorphometrical analysis of the bone and cartilage tissue in the fracture callus confirmed the similarity in RAG1^−/−^ and T cell-deficient mice (red) when compared with WT healing and the healing in B cell-deficient mice (blue).

Histomorphometrical analysis showed that mineralized values were similar in RAG1^−/−^ and T cell devoid healing (Figure 8C, left). In conclusion, B cell devoid healing was similar to WT healing, while animals without T cells showed healing patterns similar to the one in RAG1^−/−^ animals. Both groups, RAG1^−/−^ and T cell knockout animals, showed significantly more mineralized tissue in comparison to the B cell knockout group. A similar pattern was found upon analyzing the cartilaginous areas (Figure 8C, right). These findings support the assumption that the changes in the bone quality seen in the RAG1^−/−^ bone healing are primarily due to the lack of T cells.

### T Cells Drive Normal Deposition of ColI during Fracture Healing

Due to the striking difference in mineralization capacity between mice specifically devoid of either T or B cells, we decided to further analyze bone healing in these animals at the cellular level by confocal microscopy.

At 7 days post fracture and similar to controls, small numbers of B cells were detected in the callus periphery of T cell-deficient mice (Figures 9E–G). On the other hand, T cell migration was altered in the callus of B cell-deficient mice (Figures 9I–K). In fact, as previously described (13), both T and B cells normally reside in the outer callus edge and not in the inner areas at this time point (Figures 9A–C). However, T cells infiltrated in large numbers in the inner callus of B cell-deficient mice, indicating a clear modification of their migratory activity. Control staining in the bone marrow of WT, T cell and B cell deficient mice, respectively (Figures 9D,H,L).

**Figure 9:**
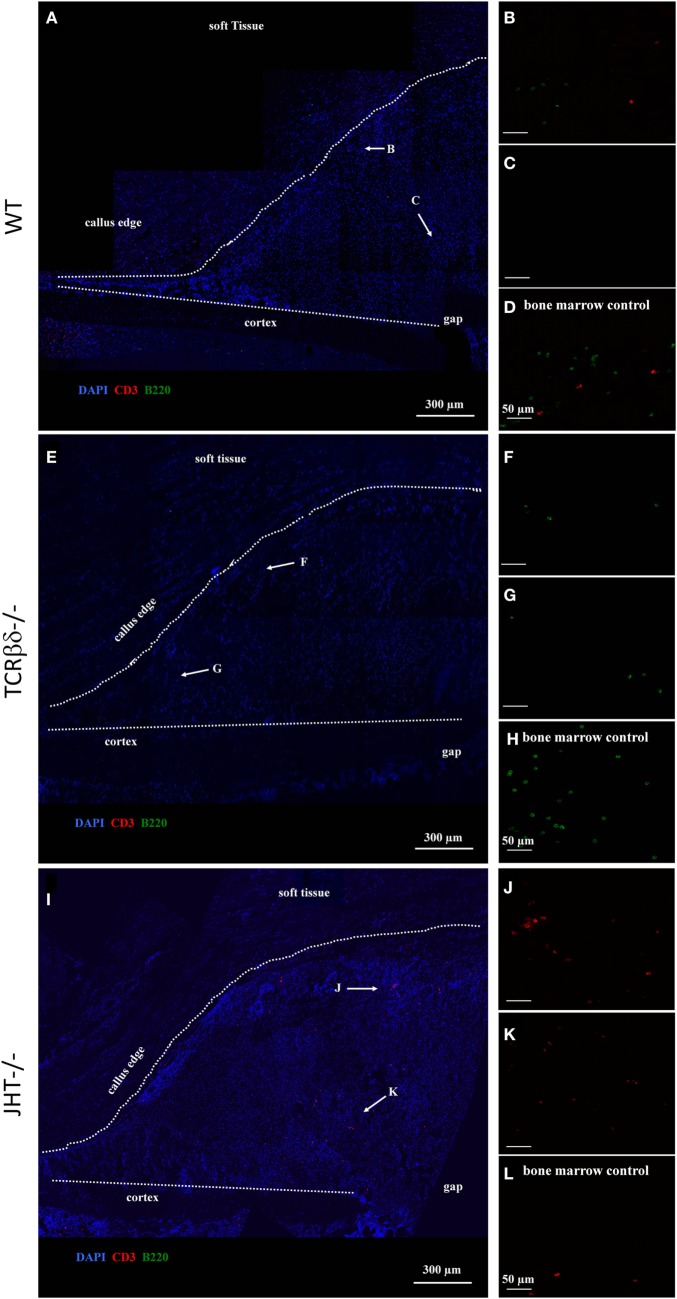
**Altered migration pattern of T cells in the early callus of B cell-deficient mice**. Confocal microscope analysis of the callus of wild-type (WT) **(A–D)**, T cell-deficient [T cell receptor β and δ chain homozygous knockout (TCRβδ^−/−^)] **(E–H)** and B cell-deficient [joining region homozygous knockout (JHT^−/−^)] **(I–L)** mice. Sections were stained for the T cell marker CD3 (red), B cell marker B220 (green), and cell nuclei (DAPI, blue). Letters near the white arrows indicate areas that are magnified in the corresponding panels below **(A,E,I)**. **(D,H,L)** Control staining in the bone marrow of WT, T cell—and B cell—mice, respectively. All sections were taken 7 days after fracture.

In order to test whether this change in lymphocyte migration also influenced the redistribution of cells of the osteoblast lineage in the callus, we stained adjacent sections for Ocn. Interestingly, no evident change in osteoblastic cell migration was visible in either T cell- or B cell-deficient mice (Figure 10).

**Figure 10:**
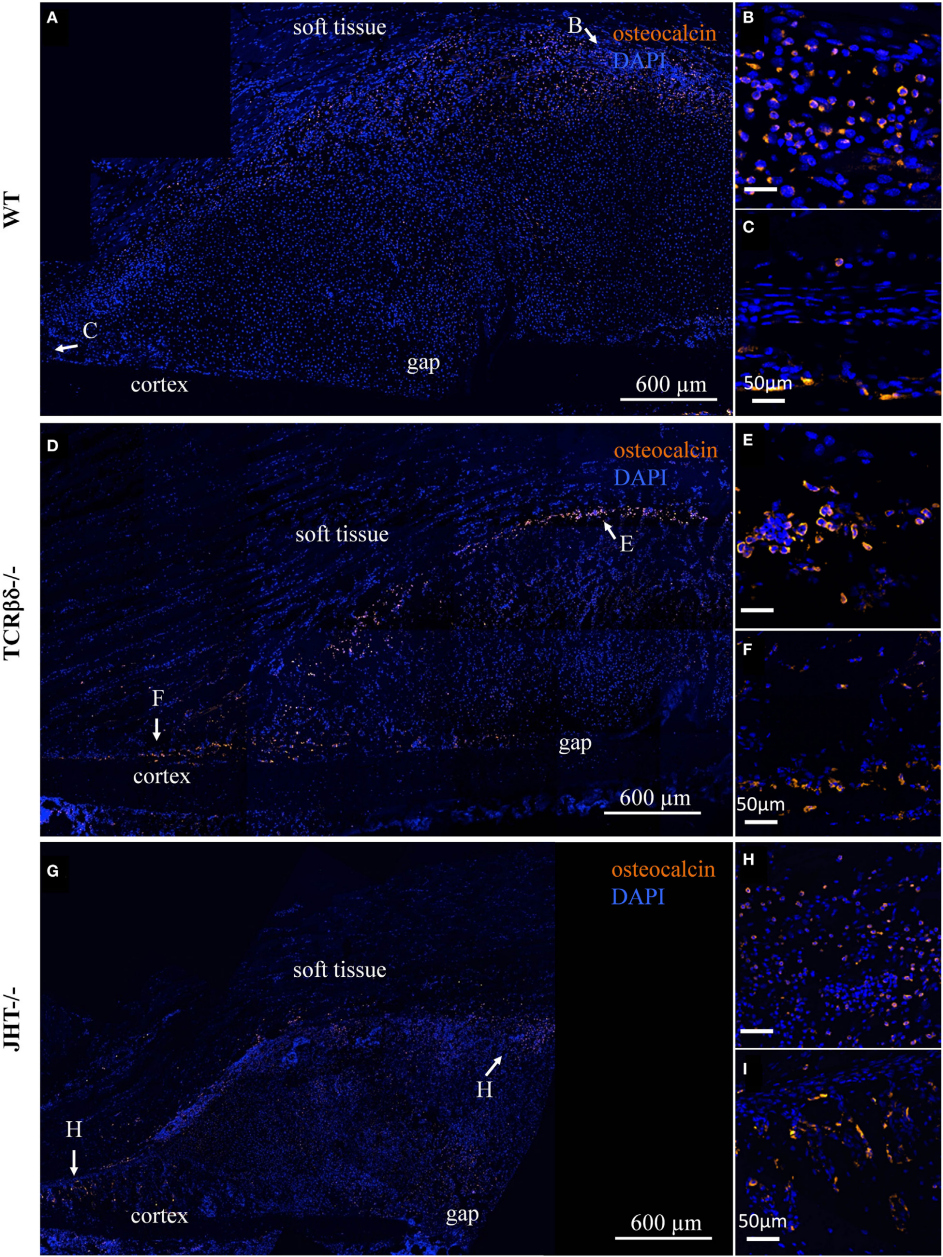
**Infiltration of the soft callus by osteoblast precursors in lymphopenic mice**. Confocal microscope analysis of the callus of wild-type (WT) **(A)**, T cell-deficient mice [T cell receptor β and δ chain homozygous knockout (TCRβδ^−/−^)] **(D)** and B cell-deficient [joining region homozygous knockout (JHT^−/−^)] **(G)** mice. Sections were stained for the osteoblast marker osteocalcin (orange) and cell nuclei (DAPI, blue). Letters near the white arrows indicate areas that are magnified in the corresponding panels to the right **(B,C,E,F,H,I)**. All sections were taken 7 days after fracture.

This, however, could not exclude that osteoblastic function was altered in the groups of mice analyzed. In order to test this hypothesis, we stained overlapping sections for ColI. An aberrant pattern of ColI deposition was detected in T cell-deficient mice (Figures 11C,D), which strongly resembled what we observed in RAG1^−/−^ mice (Figures 4 and 5). In fact, large areas of the callus were devoid of ColI in T cell-deficient mice, giving it a beehive-like appearance (Figures 11C,D). Furthermore, collagen did not form the characteristic thick arch of fibers that bridges the cortices across the gap (Figures 11A,B). Similar to what was detected using SHG microscopy on RAG1^−/−^ mice fractures (Figure 4), the collagen was not deposited across the callus parallel to its edge in T cell-deficient mice, but rather disorderly all over the surface (Figures 11C,D).

**Figure 11:**
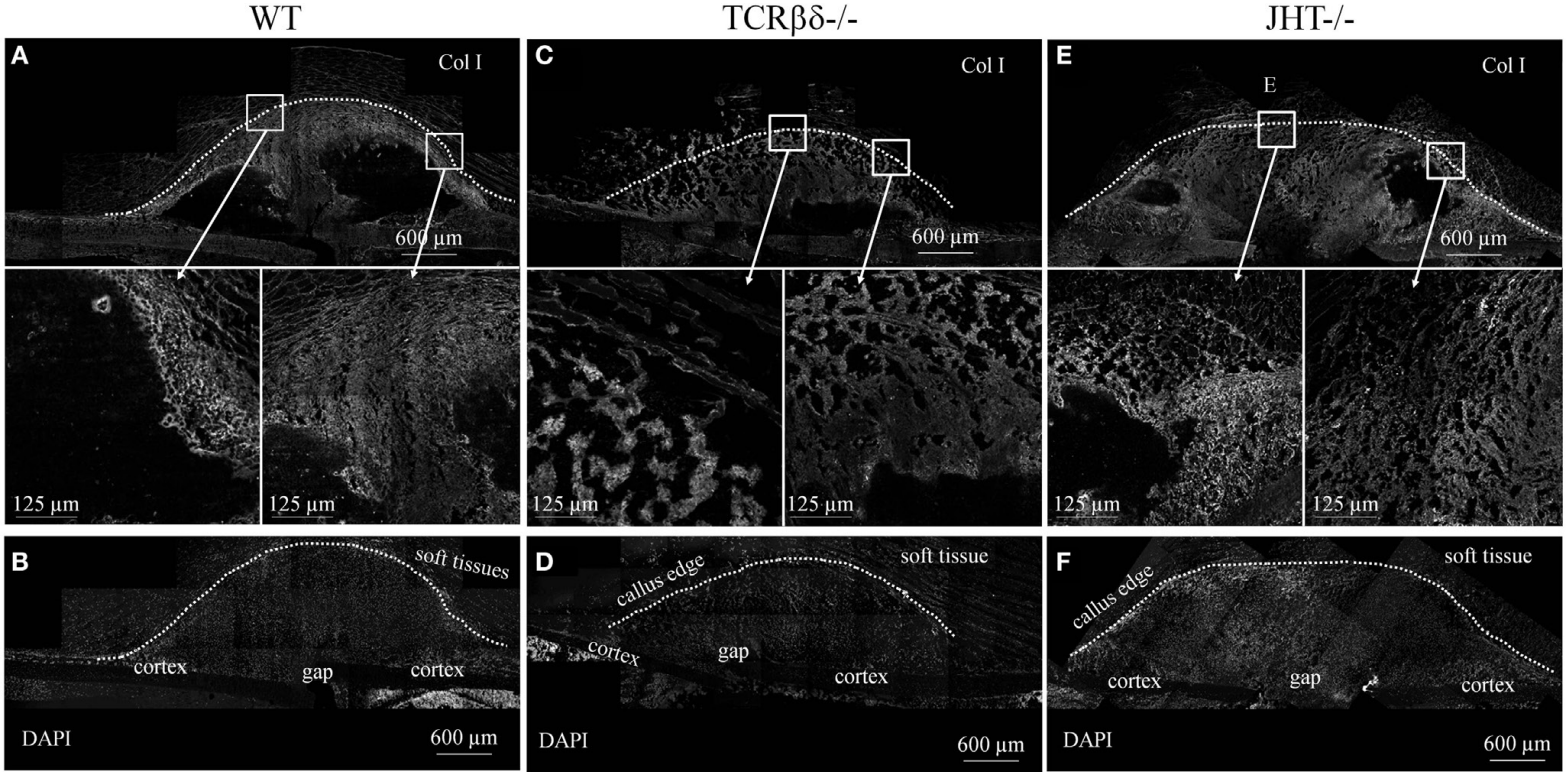
**Aberrant deposition of collagen type I (ColI) in the soft callus of T cell-deficient mice**. Confocal microscope analysis of the callus of wild-type (WT) **(A,B)**, T cell-deficient [T cell receptor β and δ chain homozygous knockout (TCRβδ^−/−^)] **(C,D)** and B cell-deficient [joining region homozygous knockout (JHT^−/−^)] **(E,F)** mice. Sections were stained for the ColI (gray). Areas within the white rectangles are represented below in a higher magnification. **(B,D,F)** show DAPI staining of cell nuclei to highlight the cellular topography corresponding to calluses displayed in **(A,C,E)**, respectively. Soft tissues are visible due to their strong autofluorescence. All sections were taken 7 days after fracture.

On the other hand, B cell-deficient mice showed similar expression patterns in immunohistochemistry to WT controls (Figures 11E,F). However, large amounts of ColI were detected in the inner areas of the callus where T cells were found to abnormally infiltrate at 7 days after fracture (Figures 11E,F and 9I–L).

To understand the mechanism behind the influence of the T and B cells on the collagen I deposition process, we confirmed the presence of CD8^+^ T cells in the mouse models (WT, RAG1^−/−^, TCRβδ^−/−^, and JHT^−/−^). CD8^+^ T cells are present in WT and JHT animals, while they are missing in RAG1^−/−^ and TCRβδ^−/−^ animals (Figure 12). The collagen apposition is irregular in the absence of T cells and the mRNA analysis via RT-qPCR underline this abnormality in the absence of T cells (TCRβδ−/− and RAG1−/−) but not in the absence of B cells (JHT^−/−^) in the bone marrow. Significant difference in expression of collagen I was detected in bone marrow cells of RAG1^−/−^ and TCRβδ−/− mice when compared to wild-type (WT). Bone markers such as osteoprotegerin (OPG), receptor activator of NF-kB ligand (RANKL), and Runt-related transcription factor 2 (RUNX2), however, were not affected (Figure 13A). CD8^+^ T cells have previously been determined to have an essential impact on the bone healing process, especially in view of TNFα producers (7). Another cytokine, IL10 has been shown as an enhancer of bone healing in an anti-inflammatory context (12). These two cytokines were analyzed in conditioned medium gained from LPS-activated splenocytes of WT, RAG1^−/−^, TCRβδ^−/−^, and JHT^−/−^ animals. Analyzing the protein expression with an ELISA assay showed differential protein expression throughout the mouse models, however, the ratio of TNFα and IL10 showed a more pro-inflammatory cytokine composition for RAG1^−/−^ and TCRβδ^−/−^ (Figure 13B). Even though this is only a fraction of the cytokine pattern that guides bone formation it could be an indication of the mechanism behind the changed collagen I deposition. To verify this, we cultivated MSCs with the conditioned medium won from JHT^−/−^ and TCRβδ^−/−^ splenocytes, respectively. Collagen deposition was analyzed using Sirius red staining and polarization microscopy. More collagen was deposited by MSCs cultivated with conditioned medium from JHT^−/−^ splenocytes and this collagen showed a higher orientation when compared with the collagen formation under TCRβδ^−/−^ conditioned medium (Figure 13C). These *in vitro* results are in accordance with the above shown *in vivo* results.

**Figure 12:**
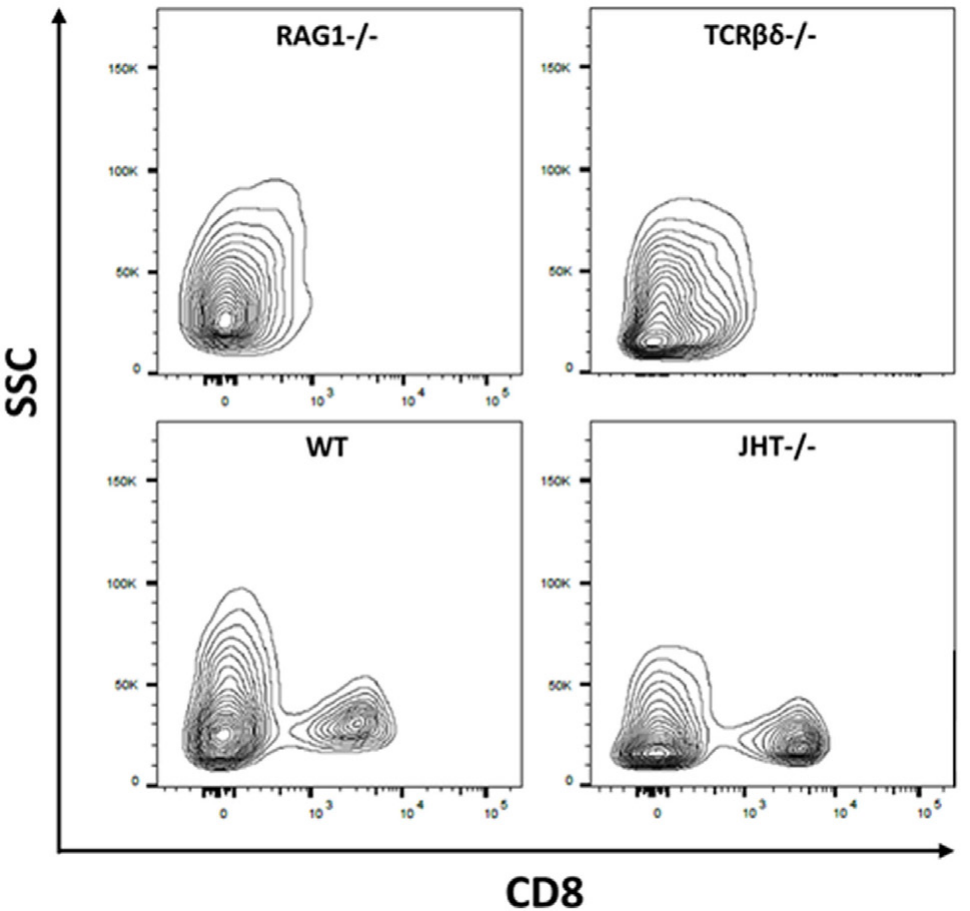
**Cellular composition of wild-type (WT), recombination activating gene 1 homozygous knockout (RAG1^−/−^), T cell receptor β and δ chain homozygous knockout (TCRβδ^−/−^), and joining region homozygous knockout (JHT^−/−^) mice**. Flow cytometry was used to determine whether CD8^+^ T cells are present in the mouse strains used in this analysis. CD8^+^ T cells have been shown to impact bone healing (7). While RAG1^−/−^ and TCRβδ^−/−^ lacked CD8^+^ T cells these cells were present in WT and JHT^−/−^ animals. Gating: lymphocytes, single cells, live cells, CD45-positive cells, CD3-positive cells, and CD8-positive cells.

**Figure 13:**
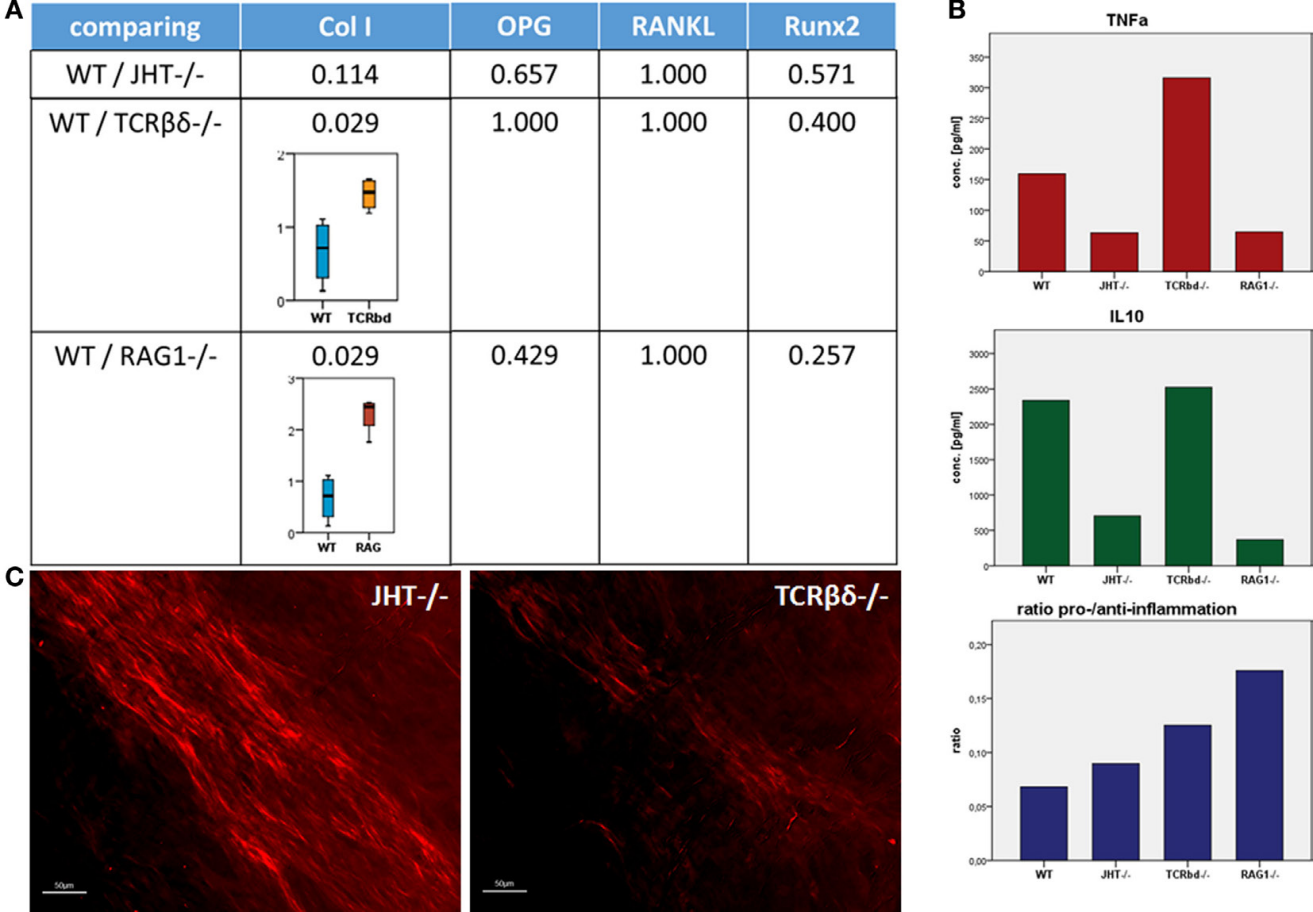
**Collagen I deposition is irregular in recombination activating gene 1 homozygous knockout (RAG1^−/−^) and T cell receptor β and δ chain homozygous knockout (TCRβδ^−/−^) mice**. **(A)** Using quantitative reverse transcription polymerase chain reaction a significant difference in expression of collagen I was detected in bone marrow cells of RAG1^−/−^ and TCRβδ^−/−^ mice when compared to wild-type (WT). Bone markers such as osteoprotegerin (OPG), receptor activator of NF-kB ligand (RANKL), and Runt-related transcription factor 2 (RUNX2), however, were not affected. **(B)** Splenocytes were activated with LPS, and conditioned medium was analyzed to determine pro-inflammatory (TNFα) and anti-inflammatory (interleukin 10) cytokines. While these factors showed no correlation in itself, the ratio of pro- and anti-inflammatory signals showed higher pro-inflammatory signaling in RAG1^−/−^ and TCRβδ^−/−^ when compared to WT and JHT^−/−^. This indicates an influence of the cytokine pattern of T and B cells on the bone forming process. **(C)** Conditioned medium was added in an *in vitro* assay of mesenchymal stem cells (MSCs), and collagen deposition was analyzed using a Sirius red staining and polarization microscopy. Collagen deposition by MSCs cultivated with conditioned medium of JHT^−/−^ splenocytes showed a stronger and more regular orientation than collagen deposition of MSCs cultivated with conditioned medium of TCRβδ^−/−^ splenocytes.

Overall, these data suggest that B cells can influence the migratory activity of T cells in the callus and that the latter lymphocytes are essential for normal deposition of ColI in the early stages of fracture healing.

## Discussion

Bone healing developed over thousands of years of evolution to a unique and highly successful process of complete regeneration. The faster stabilization observed in mice without mature T and B cells now raises the question on the role of the adaptive immune system in bone healing. A superior healing without adaptive immunity seems unlikely as it has evolved within nature’s selective evolutionary process. Therefore, we aimed to understand the distinct role adaptive immunity plays in the healing cascade. Why would the apparently retarded immune-mediated healing process be beneficial over the faster healing in the absence of T and B cells? The major changes detected during the healing process without mature T and B cells concerned the faster cartilage mineralization. The deposition of cartilage to bridge the fractured bone offers at least three advantages. First, cartilage can be quickly synthesized to bridge the fracture. Second, —the intermediate cartilage tissue offers the possibility to increase the radius of the bone in the area of injury. Considering the fact that stability increases with the fourth power of the radius increase (28), this is a significant advantage. This phenomenon can be observed in the cases of insufficient fracture stabilization, where a larger callus develops when compared to a stable fixed fracture (29)—an attempt of the body to provide stability. Third, the mechanical properties of the proteins in cartilage tissue. Type II collagen offers tensile strength, while proteoglycans and ECM provide compressive strength (30)—together resulting in a fast recovery of function of the injured bone. For bone healing, the important step of intermediate cartilage formation is still intact in lymphopenic RAG1^−/−^ mice. However, in these animals the subsequent degradation and mineralization of the cartilage were altered, with accelerated mineralization visible at D7 of healing, whereas, in the WT, hyaline cartilage was still predominant (Figure 2). The same faster kinetics was seen in animals lacking T cells but not in those devoid of only B cells. Thus, this discussion concentrates on the effect of T cells in the bone healing process.

Previous studies on fracture healing in lymphopenic RAG1^−/−^ mice showed a faster callus formation resulting in quicker bridging and earlier mechanical stability when compared to WT mice, which showed that mature T and B cells are involved in the process (4). Discrepant mechanical characteristics were seen when bone grew with and without B and T cells. The RAG1^−/−^ animals showed stiffer and more brittle bone with less ability to bend and deform when compared to WT bone. This indicates the impact of T and B cells on matrix organization and formation and thus their role in determining bone quality such as the elasticity allowing bone to absorb forces upon impact, thus preventing fractures. The microarray data showed that vitamin D-related gene (Dbp) is upregulated only at D7 and D14 in RAG1^−/−^ compared to WT. 

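On the arrays, Dbp is the D site albumin promoter binding protein, a transcription factor and output gene of the circadian clock, and vitamin D-binding protein is encoded by Gc. Dbp was 9.60 ± 0.06 in RAG1-/- and 7.34 ± 0.22 in WT at D7 (SD, n = 3 arrays), a log2 difference of 2.26 (standard error 0.38, adjusted p = 1.4e-05) in limma. The differences were −0.03 (adjusted p = 0.97) at D0, 2.39 (adjusted p = 5.66e-06) at D3, 0.78 (adjusted p = 0.369) at D14, −0.92 (adjusted p = 0.0764) at D21 and −0.76 (adjusted p = 0.135) at D28. Without WT replicate 1, which differed from the other WT arrays of D14, Dbp was higher at D14 by 1.58 (adjusted p = 5.74e-05). That value rests on WT replicates 2 and 3, which correlated with RAG1-/- D21 arrays at 0.980 and 0.979. Which of these WT arrays would be out of place stays open. Other clock genes were higher with it, such as Per1 (2.31), Per2 (2.63) and Nr1d1 (1.65) at D7. Of 17 circadian clock genes, 8 were higher, 1 was lower and 8 did not pass at D3 (8 higher and 1 lower when adjusted over the list alone) and 9 were higher, 1 was lower and 7 did not pass at D7 (9 higher and 1 lower when adjusted over the list alone), days at which the WT arrays stood apart from all others. The probe of Gc was at the array floor, with a mean of 4.43 over all arrays, and was not tested.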

Dbp is correlated with T cell proliferation and involved in maintaining the BMD, which supports the decrease in bone quality under the lack of mature T cell.

Faster mineralization in RAG1^−/−^ mice was apparently contradicted by its defective ColI deposition and displacement of Ocn-positive cells in the callus periphery. ColI is the marker ECM molecule of bone, and Ocn is seen as a marker protein for osteoblasts. Therefore, the lack of mature T and B cells has altered two major contributors to bone formation in the RAG1^−/−^ mice. The GBA analysis correlated Spp1, Ctsk, Bglap, Col1a1, and Igf1. 

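More osteoblast and osteocyte genes were higher than lower in RAG1-/- callus at D21. Of 19 osteoblast and osteocyte genes, 6 were higher, 8 were lower and 5 did not pass at D3, 6 were higher, 7 were lower and 6 did not pass at D7, 0 were higher, 2 were lower and 17 did not pass at D14, 14 were higher, 2 were lower and 3 did not pass at D21 and 7 were higher, 2 were lower and 10 did not pass at D28 in limma (adjusted over the list alone, 6 higher and 8 lower at D3, 7 and 7 at D7, 0 and 6 at D14, 14 and 2 at D21, and 8 and 2 at D28). At D21, of 12 genes of hypertrophic cartilage and mineralization, 4 were higher, 3 were lower and 5 did not pass, and genes of other cell types were lower, with 0 higher and 22 lower of 29 skeletal muscle genes and 0 higher and 13 lower of 17 erythroid genes. The log2 difference of osterix (Sp7) was −1.46 (adjusted p = 4.82e-08) at D3, −1.83 (adjusted p = 8.79e-10) at D7 and 0.63 (adjusted p = 0.00744) at D21. At D14 (−0.64, with overlapping arrays) and at D28 (1.05) the difference of Sp7 passed as well. For osteocalcin (Bglap1) it was 0.76 (adjusted p = 2.59e-05) at D21 and −0.55 (adjusted p = 0.000837) at D28, and Igf1 was higher by 2.09 (adjusted p = 6.37e-10) at D21. Alkaline phosphatase (Akp2), which releases phosphate for mineral, was higher at D3 (1.49), D7 (0.89), D21 (2.04) and D28 (1.22). Over all genes, 479 differed at D14, and 963 without WT replicate 1. The WT arrays of D3 and D7, behind the values of these days, stood apart from all others.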

Along with the upregulation of Col1a1 at D3 through D7, D14 until D21 those genes suggest the earlier start of mineralization and end of bone formation in the RAG1^−/−^. The osteoclasts, bone cells important for the bone homeostasis and healing as bone degrading cells, showed no differences in numbers up to day 14 of healing. The changes in collagen I deposition found in our analysis are, therefore, not considered connected to an altered osteoclast function. In addition, our analyses of gene expression in bone marrow cells in mice lacking T cells (TCRβδ^−/−^) or B cells (JHT^−/−^) or mature T and B cells (RAG^−/−^) showed no significant difference for OPG and RANKL, both factors involved in osteoclastogenesis.

During endochondral ossification in WT, mineralization starts in the cartilaginous layer with chondrocytes shifting from ColII toward ColX expression. Chondrocytes become hypertrophic and express a number of ECM proteins including osteonectin, fibronectin, and osteopontin (31–33). At this stage, chondrocytes actively express alkaline phosphatase-rich matrix vesicles that are associated with matrix mineralization (34, 35).

Even today tissue mineralization during bone formation is not fully understood (36) but evidence is increasing that mineralization *per se* is not a challenge [as illustrated by ectopic bone formation (37–39), fibrodysplasia ossificans progressiva, or uncontrolled bone formation after limb amputation (40)]. For healthy functional bone to form and to harbor the best quality to withstand strains and stresses of daily life, a controlled, structure-optimizing, and directed bone formation is key to success. Immune cells seem to play an important role in this process (7, 13, 41).

Immune cells are present during the various phases of bone healing (13) (Figure S3 in Supplementary Material). T cells are able to migrate into and through the ECM (42, 43), a process dependent on integrins and actin–myosin activity. Motile cells are thought to be important for the structure of the ECM (44), which is constantly being reorganized in young, transitional tissue, only becoming more stable in mature tissues (45). The major function of the ECM is to provide structural support for cells and tissues, but it is also a storage for growth factors [transforming growth factor β (TGFβ), BMPs, fibroblast growth factor, and insulin-like growth factor] and thus is involved in regulating their bioavailability and in modulating growth signaling events (44). Integrins expressed on T cells can release TGFβ from the ECM *via* their RGD motif (46). With TGFβ being a known regulator of bone formation (47) this indicates the importance of T cells in regulating the bone forming process. Comparing WT and RAG1^−/−^ animal bone healing we saw a faster callus formation from cartilage in the RAG1^−/−^ animals indicating an earlier change toward hypertrophic chondrocytes. TGFβ decreases chondrocyte hypertrophy (48), which could explain the faster maturation in RAG1^−/−^ animals, where TGFβ would be bound in the ECM because the release through T cell action is missing. Another factor which could be responsible for the faster mineralization could be the downregulation of osteopontin (OPN/SPP1) in the RAG1^−/−^ animals. OPN has been reported to inhibit the mineral crystal growth (49) and with a downregulation of OPN being observed in the RAG1^−/−^ animals this could lead to faster callus mineralization. Furthermore, without T cells, TNFα in the fracture callus would be lowered. This pro-inflammatory cytokine has been reported to suppress the expression of bone sialoprotein (BSP) (50). 

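Osteopontin (Spp1) was 8.52 ± 0.10 in RAG1-/- and 10.41 ± 0.26 in WT callus at D3 (SD, n = 3 arrays), a log2 difference of −1.89 (standard error 0.25, adjusted p = 3.36e-07) in limma. The differences were −1.47 (adjusted p = 1.83e-05) at D7, −0.80 (adjusted p = 0.0182) at D21 and −0.69 (adjusted p = 0.0387) at D28, and the −0.76 (adjusted p = 0.0837) at D14 did not pass. At D3 and D7 the WT arrays stood apart from all others. Over the 6 days, with the 12 pools as the replicates, Spp1 differed by −1.26 (standard error 0.22, adjusted p = 0.0457), a call that was lost when any of these days other than D14 was left out, without replicate 1 (adjusted p = 0.0833), with no filter on dim probes (adjusted p = 0.0971) and with no day block (adjusted p = 0.163). Within RAG1-/-, Spp1 rose against D0 by 3.77 at D14 and 3.25 at D21, and in WT by 2.61 and 2.13.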

BSP is a crystal nucleator for hydroxyapatite and upon binding of BSP to ColI calcium deposition increases 10-fold (51). Lower TNFα in RAG1^−/−^ animals would cause higher BSP expression and thus increase the calcium deposition on present ColI fibers. Indeed, the data showed lower expression of tumor necrosis factor receptor superfamily, member 11a, NFKB activator, when compared to the WT at D3 and D7 (*p* = 0.0102 and *p* = 0.0071, respectively). 

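Tnfrsf11a, the receptor RANK through which osteoclast precursors differentiate, was 5.20 ± 0.07 in RAG1-/- and 7.82 ± 0.42 in WT at D3 (SD, n = 3 arrays), a log2 difference of −2.62 (standard error 0.22, adjusted p = 5.06e-11) in limma. At D7 the difference was −2.27 (standard error 0.22, adjusted p = 1.1e-09). The other days did not pass, with 0.15 at D0, −0.07 at D14, 0.15 at D21 and −0.02 at D28. Of 14 osteoclast genes, 2 were higher, 7 were lower and 5 did not pass at D3 (2 higher and 7 lower when adjusted over the list alone) and 2 were higher, 7 were lower and 5 did not pass at D7 (2 higher and 7 lower when adjusted over the list alone). Oscar, a costimulatory receptor of osteoclasts, was lower, with −2.72 at D3 and −2.17 at D7, where the WT arrays of both days stood apart from the rest.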

The above are some explanations on how the regulation of T cells impacts matrix mineralization and concurs with our results in animals lacking mature T and B cells. T cells appear to affect cartilage mineralization by slowing the process itself down (when compared to lymphopenic mice), giving matrix organization and mineral deposition adequate time to enable callus structure to concomitant mechanical strains.

In the RAG1^−/−^ animals, we detected lower Ocn expression in the fracture callus. With Ocn binding to hydroxyapatite this could indicate a disturbed bone healing, however, Ocn knockout animals only show a mild bone phenotype and prove that mineralization without Ocn is still possible (52). Ocn, however, is also a marker for osteoblasts and the altered distribution of these cells in the RAG1^−/−^ animal fracture callus indicates another role for T cells in the bone healing process. T cells seem to be essential for osteoblast maturation. Expression of IL17F and wingless-type MMTV integration site family, member 10B by T cells has been reported to be essential in the osteoblasts maturation process (10, 53). The close spatial proximity observed between T and B cells and osteoprogenitors in the bone marrow previously reported from our group (13) is another confirmation for the interdependency of these cells. It cannot be excluded that T cell-specific surface molecules like CTLA-4 (12) and its ligands CD80 and CD86 on the surface of osteoblasts (54) might be involved. It could be argued that our result depends on an indirect effect on B cells due to the lack of CD40-CD40L engagement between these and T cells. This pathway has been shown to be important for bone homeostasis (55). However, if this was the case, the phenotype of T cell- and B cell-deficient mice should have overlapped. Still, it has been shown that murine primary osteoblasts do express CD40 and that its engagement protects them from TNFα-induced apoptosis (56). It seems conceivable that lack of CD40-CD40L engagement between T cells and osteoblast precursors would have a major effect on ColI deposition by these cells in the soft callus.

The curious finding that Ocn-positive cells line up on the outside of the RAG1^−/−^ fracture callus could be an indication of another function of immune cells during the bone healing process. Previous studies showed that the lymphatic draining in the injured bone is activated upon fracture and that prolonged lymphonodal activity is associated with successful healing (57, 58). Ocn -positive cells accumulate in the peripheral blood after an injury (59) and osteoblastic precursors have been reported to invade fractured bone *via* blood vessels (60). However, it is unclear whether osteoblast precursors, which reach the callus from vasculature of the surrounding soft tissues (Figure 2), require interaction with lymphocytes in secondary lymphoid organs or *in situ* for proper trafficking. Further studies should be carried out to elucidate the complete mobilization pathway of these cells during bone repair. This is in accordance with the upregulation of VEGF and the downregulation of Serpinf1 as seen at D7 and D14, which both play a role in osteoblast regulation (61).

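Vegfa, which drives vessel growth, was higher in RAG1-/- than in WT callus early, and Serpinf1, the antiangiogenic pigment epithelium-derived factor, was lower. At D7 Vegfa was 6.84 ± 0.16 in RAG1-/- and 4.77 ± 0.44 in WT (SD, n = 3 arrays), a log2 difference of 2.07 (standard error 0.22, adjusted p = 1.26e-08) in limma, and at D3 the difference was 2.31 (adjusted p = 1.34e-09). The WT means of Vegfa at D3 and D7 are near the floor, which limits the size of the difference that can be read. It was −0.15 (adjusted p = 0.996) at D14, −0.88 (adjusted p = 0.00445) at D21 and −2.31 (adjusted p = 1.35e-08) at D28. Serpinf1 differed by −1.44 (adjusted p = 4.06e-10) at D3, −1.16 (adjusted p = 2.75e-08) at D7 and 0.27 (adjusted p = 0.374) at D14. Of 17 endothelial genes, 4 were higher, 6 were lower and 7 did not pass at D3 (4 higher and 7 lower when adjusted over the list alone) and 6 were higher, 3 were lower and 8 did not pass at D7 (7 higher and 3 lower when adjusted over the list alone). The second brightest probe of Vegfa gave −0.43 at D3 and 0.43 at D21, and the WT arrays of D3 and D7 stood apart from the others.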

To partake in the healing process, osteoblastic cells would be required to invade the fracture side which directly after the injury would be filled with a hematoma. The hematoma has an unfavorable milieu for cells to survive and being active due to the low oxygen levels, lower pH value, and higher Na^+^ and K^+^ values (62–64), however, immune cells, including T cells, are able to survive and thrive in this surrounding (65). Therefore, the immune cells are essential for the chemoattractant pattern responsible for cell recruitment during this early stage of healing (66). Among those cells recruited during early healing phases are again immune cells, including T cells. With the above finding, it can be hypothesized that T cells are essential players in orchestrating the matrix forming osteoblasts, specifically in the phase of endochondral ossification. With T cells missing at this early stage the cellular composition during initiation of healing is altered, the ECM that is formed and necessary for cell invasion is, therefore, different and perhaps is no longer favorable for invasion of Ocn-positive cells. This would indicate that an important source of osteoblast precursors cannot be accessed in mature T- and B cell deficient mice. The Ocn-postive cells stay lined up outside of the fracture callus.

## Conclusion

This work for the first time presents a direct link between immune cells and matrix formation during regeneration using bone healing as an example. It illustrates specifically the role of T cells in the collagen organization process and the lack thereof in the absence of T cells.

The importance of immune cells during the fracture healing process has already been established. Here, we show that immune cells play an essential part in the regulation of the mineralization in endochondral ossification, which is necessary to generate bone with an elastic quality able to withstand forces. In detail, immune cells are needed to slow down the mineralization process in order to build quality bone, and immune cells are needed to recruit osteogenic precursors and aid their differentiation.

Even though callus formation in itself is faster without T and B cells the ensuing bone callus and organ tissue do not have the sufficient quality and thus functionality that is achieved when these immune cells take their active role in the bone organization and formation process.

## Ethics Statement

This study was carried out in accordance with the recommendations of the Animal Welfare Act, the National Institutes of Health Guide for Care and Use of Laboratory Animals, and the National Animal Welfare Guidelines and was approved by the local legal representative animal rights protection authorities: Landesamt für Gesundheit und Soziales Berlin. The protocol was approved by the Landesamt für Gesundheit und Soziales Berlin: G 0206/08.

## Author Contributions

TK contributed data acquisition: data evaluation, study design, and manuscript writing; AS contributed data acquisition: histology, data evaluation, and manuscript writing; AP contributed data acquisition: second harmonic imaging and manuscript writing; CB contributed data acquisition: biomechanics, cell culture, and data evaluation; CS contributed data acquisition: histology and manuscript writing; IK contributed data acquisition: histology, data evaluation, and study design; DM contributed data acquisition: data evaluation; SW contributed data acquisition: in cell culture and ELISA, data evaluation, and manuscript writing; HS contributed study design, manuscript writing; H-DV contributed to study design and manuscript writing; KS-B contributed data acquisition: biomechanics study design, data evaluation, and manuscript writing; GD contributed study design and manuscript writing.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: T Lymphocytes Influence the Mineralization Process of Bone
**Source:** Front Immunol. 2017 May 24;8:562. doi: 10.3389/fimmu.2017.00562
**Supplement:** Supplementary file 1

Supplementary figures and tables:

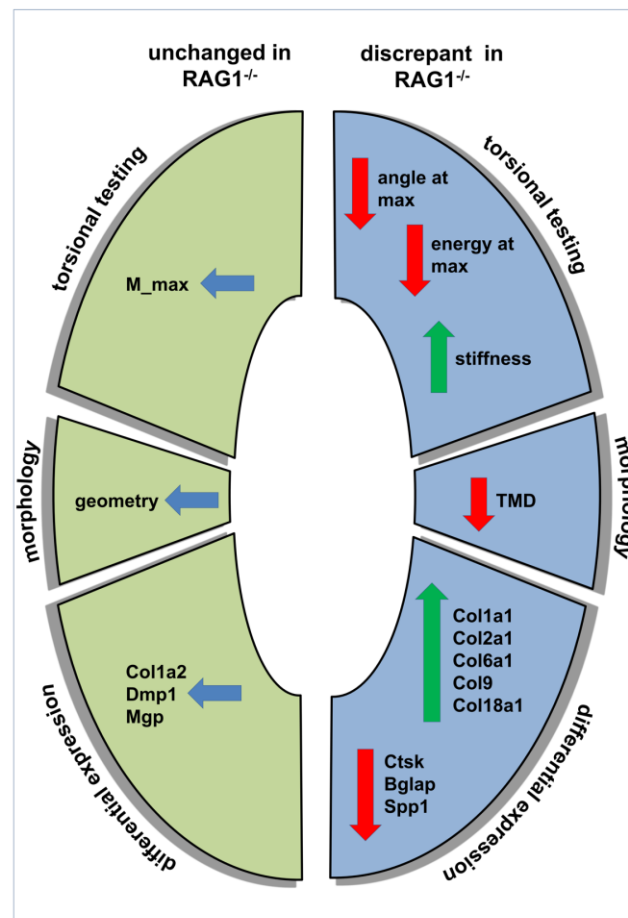

Figure S1: Overall structural and functional competence in intact $RAG1^{-/-}$ bone is affected by differential expression but not morphology. Histological and microCT analyses showed no differences in femur morphology and geometry between both mice types. Structural analysis showed a decrease of TMD in the $RAG1^{-/-}$ mice ($p=0.001$). ECM related genes such as collagen components were up-regulated in the $RAG1^{-/-}$ mice bone, whereas other matrix proteins saw no expression changes. Moreover, cellular markers especially those related to resorption such as cathepsin K were down-regulated in the $RAG1^{-/-}$. Altogether, these intrinsic factors reflect the main function of bone showing higher stiffness that requires smaller angle and less energy up to maximum torque at failure. Biomechanical analysis revealed no differences in maximum torque at failure between $RAG1^{-/-}$ and WT. Detailed data and network analysis of the initial discrepancies between the groups are shown in the figures 1 and 2.

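Several matrix proteins other than collagen were higher in intact RAG1-/- bone, and none of the tested genes of the list was lower. Elastin (Eln) was 8.46 ± 0.12 in RAG1-/- and 5.67 ± 0.75 in WT (SD, n = 3 arrays), a log2 difference of 2.79 (standard error 0.21, adjusted p = 6.05e-11) in limma. The elastic fiber genes Mfap2 (1.29, adjusted p = 6.95e-07) and Emilin1 (1.19, adjusted p = 0.0129), the basement membrane gene Nid2 (1.27) and the proteoglycan Bgn (0.95) were higher as well. Of 21 non-collagen matrix genes, 8 were higher, 0 were lower and 13 did not pass (9 higher and 0 lower when adjusted over the list alone), with a median of 0.57. The proteoglycans Dcn and Lum differed by −0.24 and −0.60 and the glycoprotein Tnc by 0.84, and these 3 did not pass. Over the 6 days, camera placed the list above the other genes (adjusted p = 0.0486), but not with an estimated correlation between genes (adjusted p = 0.71) or with D0, D3, D7 or D21 left out.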

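Besides cathepsin K, the gelatinase Mmp9 was lower in intact RAG1-/- bone, with a log2 difference of −1.04 (standard error 0.12, adjusted p = 1.8e-07). Mmp9 was 8.61 ± 0.08 in RAG1-/- and 9.64 ± 0.12 in WT (SD, n = 3 arrays). Of 16 genes of matrix-degrading proteases and their inhibitors, 3 were higher, 3 were lower and 10 did not pass in limma (3 higher and 4 lower when adjusted over the list alone), with Ctsk among the lower. Among 16 monocyte and macrophage markers, from whose lineage osteoclasts derive, 5 were higher, 0 were lower and 11 did not pass (6 higher and 0 lower when adjusted over the list alone).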

Table S1: Differentially expressed genes in intact WT and RAG1^{-/-} bones

time point		gene	full name	fold change	P-value
D0	Up regulated	Col1a1	Collagen type 1 alpha 1	+2.05	0.0064
		Col2a1	Collagen type 2 alpha 1	+1.448	0.0047
		Col6a1	Collagen type 6 alpha 1	+1.013	0.003
		Col9a2	Collagen type 9 alpha 2	+1.876	0.005
		Col18a1	Collagen type 18 alpha 1	+1.400	0.010
	Down regulated	Ctsk	Cathepsin K	-1.474	0.009
		Bglap	Bone Gamma Carboxyglutamate Protein	-1.889	0.001
		Spp1	Secreted Phosphoprotein 1	-1.444	0.04
D3	Up regulated	Col1a1	Collagen type 1 alpha 1	+2.318	0.0031
		Col2a1	Collagen type 2 alpha 1	+1.033	0.011
		Col6a1	Collagen type 6 alpha 1	+2.614	0.0006
		Col18a1	Collagen type 18 alpha 1	+1.107	0.0022
		Mgp	Matrix Gla protein	+1.943	0.0016
	Down regulated	Ctsk	Cathepsin K	-1.644	0.0013
		Spp1	Secreted Phosphoprotein 1	-1.528	0.003
D7	Up regulated	Col1a1	Collagen type 1 alpha 1	+1.612	0.0062
		Col2a1	Collagen type 2 alpha 1	+1.062	0.004
		Col6a1	Collagen type 6 alpha 1	+2.388	0.0004
		Col9a2	Collagen type 9 alpha 2	+2.213	0.0006
		Col18a1	Collagen type 18 alpha 1	+1.607	0.021
		Mgp	Matrix Gla protein	+1.837	0.0008
	Down regulated	Col1a2	Collagen type 1 alpha 2	-1.888	0.0064
D14	Down regulated	Col2a1	Collagen type 2 alpha 1	-1.824	0.0037
		Col9a2	Collagen type 9 alpha 2	-1.155	0.017
		Bglap	Bone Gamma Carboxyglutamate Protein	-1.684	0.0012
		Mgp	Matrix Gla protein	-2.126	0.0012
D21	Up regulated	Col1a1	Collagen type 1 alpha 1	+1.13	0.0027
		Col2a1	Collagen type 2 alpha 1	+2.386	0.002
		Col6a1	Collagen type 6 alpha 1	+1.034	0.007
		Col9a2	Collagen type 9 alpha 2	+2.585	0.005
D28	Up regulated	Col1a2	Collagen type 1 alpha 2	+1.183	0.030
	Down regulated	Ctsk	Cathepsin K	-1.493	0.003

Table S2: Expression data and p values completing Figure 5 G and H

time point		gene	full name	fold change	P-value
D0	Up regulated	Col1a1	Collagen type 1 alpha 1	+2.05	0.0064
		Col1a2	Collagen type 1 alpha 2	+0.99	0.06
D3	Up regulated	Col1a1	Collagen type 1 alpha 1	+2.318	0.0031
	Down regulated	Col1a2	Collagen type 1 alpha 2	-0.976	0.012
D7	Up Regulated	Col1a1	Collagen type 1 alpha 1	+1.612	0.0062
	Down regulated	Col1a2	Collagen type 1 alpha 2	-1.888	0.0064
D14	Down regulated	Col1a2	Collagen type 1 alpha 2	-0.472	0.03
D21	Up regulated	Col1a1	Collagen type 1 alpha 1	+1.13	0.0027
		Col1a2	Collagen type 1 alpha 2	+0.849	0.04
D28	Up regulated	Col1a2	Collagen type 1 alpha 2	+1.183	0.030

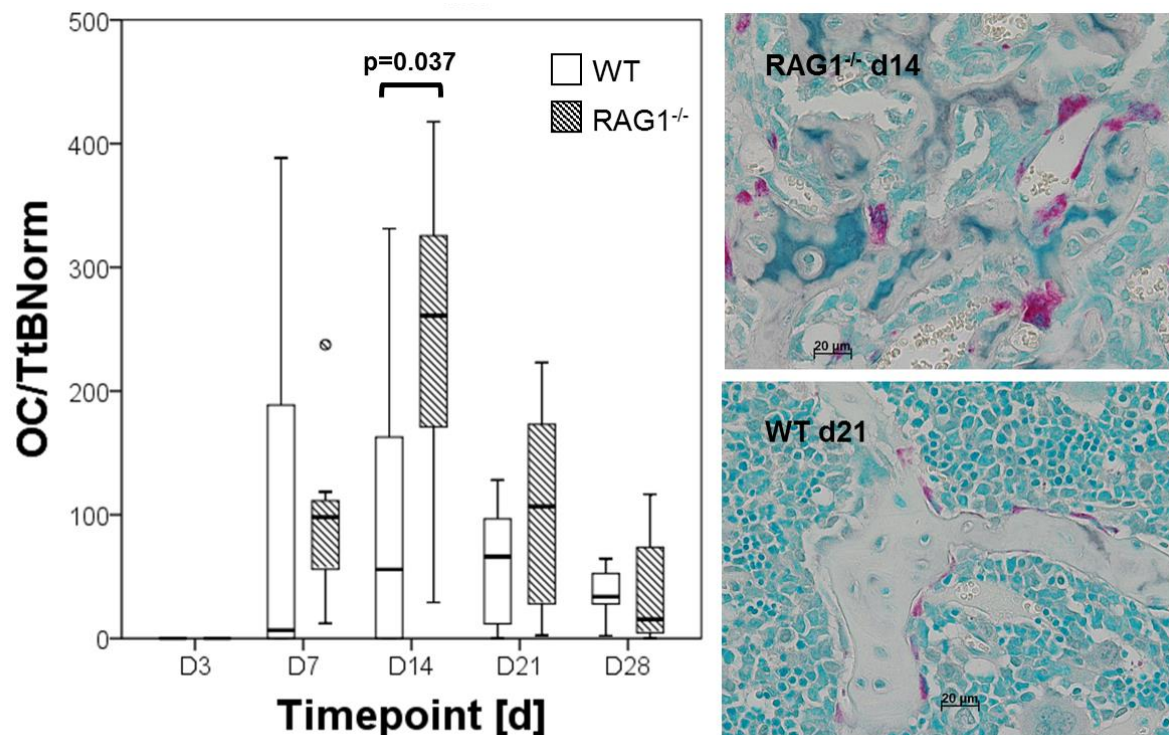

Figure S2: Osteoclasts numbers in bone healing with and without mature T and B cells:

No differences in osteoclasts numbers were found except for day 14 where osteoclasts were significantly more abundant in RAG^{-/-} animals. On the right side example images of osteoclasts are depicted for RAG^{-/-} at day 14 and WT at day 21 of healing.

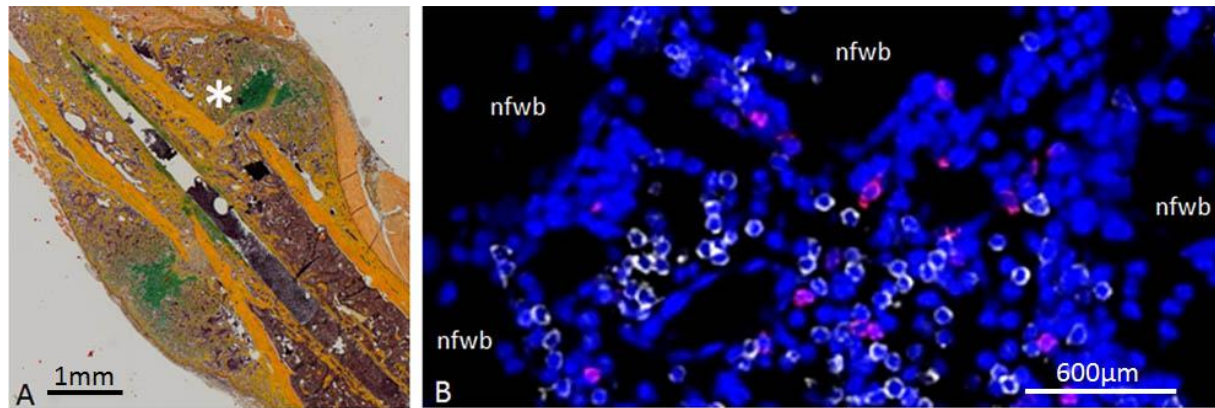

Figure S3: T and B cells are present in the fracture callus of WT animals: WT fracture callus 14 days after fracture, immune histology shows the area marked with *. B cells are white (B220), T cells are red (CD3), and nuclei are stained blue with DAPI, nfwb marks newly formed woven bone.

Table S3 Fracture callus mineralization – area values

		periosteal	endosteal
		μm ²	μm ²
7 days	WT red	11	11
	Rag red	51	17
14 days	WT red	96	182
	Rag red	108	63
	WT green	40	92
	Rag green	31	34
21 days	WT red	4	16
	Rag red	37	20
	WT green	13	36
	Rag green	1	30
	WT blue	40	39
	Rag blue	6	6

How the deposited data were processed for this re-analysis (not part of the article)

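RNA of intact bone (D0) and of callus at D3, D7, D14, D21 and D28 after fracture was measured in WT and RAG1-/- mice of 8 weeks of age on 36 Illumina MouseRef-8 v2 arrays. Per the paper's methods, 150 ng of RNA from each of 5 mice was pooled for each genotype and day, and 200 ng of the pool was put on each of 3 arrays. There are therefore 12 pools, and the 3 arrays of a pool are technical replicates. The genotype, day and replicate of each array were taken from the submitters' labels. The values used are log2 intensities that the authors, per their methods, pre-processed with the beadarray package and quantile normalized between arrays with lumi before they were deposited. The log base was read from the values, whose largest stays within the range of a 16-bit scanner when read as log2. Further tables with 264 columns of values per array name their columns by BeadChip position, which neither the labels nor the paper pair with samples, and their values are not used here.

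The analysis used R 4.3.3 with limma 3.58.1, and matplotlib 3.10.9 drew the figures. A probe was tested when its mean log2 value over all 36 arrays was above 4.72, the median of the 25697 probes, which left 12848 probes. A gene with several tested probes (2021 genes) was represented by its brightest probe, which gave 10291 genes. Of their symbols, 8298 are current, 1542 were paired with a current symbol and 451 matched none. Genes below the median were not tested, and values close to it or below it are called near the floor in the text. Where a group's mean is near the floor, the floor limits the size of the difference that can be read. The number of arrays limits the precision, with a residual SD of 0.379 on the log2 scale over the tested genes, and detection p-values per array are not used here.

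All comparisons within a day used a single limma fit with a mean for each of the 12 groups and p-values adjusted by Benjamini-Hochberg over the tested genes. A gene differed between genotypes at a day at an adjusted p under 0.05, with the number over 2-fold beside it. It changed against D0 at an adjusted p under 0.01 and by more than 2-fold, the paper's limits for its panels read as log2. The change itself differed between genotypes at an adjusted p under 0.05 and by more than 2-fold. These tests compare pools against the spread between arrays and not against the spread between mice. The difference over the 6 days was tested on the means of the 12 pools with the day as a block, which gives 6 pairs of pools of separate mice. Gene lists were compared over the 6 days with camera at an inter-gene correlation of 0.01, and their members were also adjusted over the list alone.

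The samples' conditions, the tests, the alternatives, the rule for named genes and 31 gene lists were set before the data were examined. The lists are T cell, mature B cell, plasma cell and immunoglobulin, early B progenitor, NK cell, neutrophil, monocyte and macrophage, erythroid, megakaryocyte, osteoblast and osteocyte, cartilage, hypertrophic cartilage and mineralization, osteoclast, collagen, collagen processing and crosslinking, non-collagen matrix, matrix-degrading protease, skeletal muscle, adipocyte, endothelial, cell cycle, type I interferon, interferon gamma, MHC class II, complement, immediate early and heat shock, and circadian clock genes, lists for the 3 panels of Figure 7 written for this work, and the genes the paper names. Named genes are every gene the paper names, up to 10 genes in each direction with the largest difference at a day whose RAG1-/- arrays all lie on the same side of the WT arrays, the genes with the smallest p and largest difference over the days, up to 5 in each direction for a change after fracture, and up to 4 list members in each direction with members that did not pass. The paper's values for some of these genes had been seen when the lists were written. A few genes outside this rule were named after their values were seen, to give examples in a list or panel. Some genes that the rule covers are not reported here.

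Alternatives covered the filter on dim probes, the mean of a gene's probes, the arrays in the fit, the t-test of the methods, the replicate number as a block, other limits, each array and each day left out, the day block, the pool as a random block, and other tests of lists. Array weights, the second brightest probe, and the days without D3 and D7 or with D0, D21 and D28 alone were chosen after seeing the data. Other splits of the same arrays were counted for each comparison, with all 10 splits of 3 arrays against 3, 100 drawn splits for a change that differs between genotypes and all 32 flips of genotype within days for the difference over the days. The tests were tried on simulated values, made from each gene's measured mean and random noise of its average spread, with changes added to some genes. There, changes of 4 on the log2 scale were found in 98% or more of the genes and changes of 2 in 76% or more. Changes of 1 were found in 38% to 56% and changes of 0.5 in 4%, and unchanged genes were rarely called. The simulated noise was equal in both genotypes and independent between genes. The measured spread between arrays was larger in WT, so these rates need not hold for the measured arrays. PCR, histology, osteoclast counts and mechanical tests of the paper have no values here and are not analysed.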

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

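The tests of a difference between probes, of quantile normalization, of array noise, of a wrong label, of less blood and marrow and of the genotype of the mice were chosen after the results they test were seen.

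The WT arrays of D3 and D7 stood apart from all other arrays on the first principal component. Quantile normalization is argued against, since the order of values within an array sets these arrays apart as well, with a highest rank correlation to any other array of 0.700 against 0.724 or more among the 6 arrays. The brightest and second brightest probes of a gene were compared where both differed from D0 at an adjusted p under 0.05 in limma. They went in opposite directions for 20.1% of such genes in WT at D3, against at most 2.61% in RAG1-/-. A difference in how WT arrays were made or read may therefore have added to the genes called. But the share was 14.8% in WT at D28 and 8.17% at D21 as well, whose arrays did not stand apart on that component. A fracture response of WT bone cannot be told apart from such a difference between arrays, because the change at D3 correlated across genes with that in RAG1-/- at 0.239 (0.407 at D7), genes are not independent replicates, and no other WT arrays of these days are used here.

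Replicate 1 of WT at D14 differed from replicates 2 and 3 of the same pool. Noise between arrays is argued against for the erythroid genes alone, a measure chosen after the values were seen. Their median difference was 1.61 on the log2 scale, against at most 0.202 in either direction for each of the 15 arrays of the other WT groups. Over all genes, 109 lay more than 4-fold from the mean of replicates 2 and 3. The furthest array of each other WT group had 74 to 352 such genes, so that count does not set replicate 1 apart. A wrong label was tested for replicate 1 alone, where it cannot be told apart from a loose resemblance among WT arrays. Replicate 1 correlated with the RAG1-/- D28 arrays at a mean of 0.949 and with the WT D21 arrays at 0.948, but with replicates 2 and 3 at 0.932. However, 5 of those 15 arrays were also closer to another group than to their own, by up to 0.0184 against 0.0167 here. Arrays of RAG1-/- D28 correlated with each other at 0.989 or more, and the score of replicate 1 on the first principal component, 2.05, lay above those of all RAG1-/- arrays (at most −20.8). Replicates 2 and 3 correlated with each other at 0.995, against at most 0.947 within the other WT groups. They correlated with RAG1-/- D21 arrays at 0.980 and 0.979 and had scores of −33.9 and −33.8, among those of RAG1-/- arrays. For replicates 2 and 3 these values argue against a loose resemblance among WT arrays. Which of the 3 arrays would be out of place stays open.

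Erythroid genes were lower in RAG1-/- with a median of −2.10 over the 6 days, in genes that the paper does not discuss, and the list passed camera (adjusted p = 1.07e-08; adjusted p = 0.71 with an estimated correlation). Less blood and marrow as a whole is argued against at D0 alone, since the neutrophil markers had a median of 0.13, above the upper quartile of −1.47 of the erythroid genes. Megakaryocyte genes (0 higher and 6 lower of 10, median −1.16) and cell cycle genes (1 higher and 16 lower of 25, median −1.22) were lower at D0 too, so that a lower share of some marrow cells stays open. At later days the neutrophil median was 0.52 at D3, 0.17 at D7, −1.12 at D14, −0.38 at D21 and −0.48 at D28, which leaves less marrow open at D14, D21 and D28. An error of single probes is argued against only weakly, as the 1 further tested probe of these genes, for Trim10, was lower too (−2.50). An effect of the genotype of the mice cannot be told apart from other differences between the mice, since the median was below 0 at 6 of 6 days but each day holds a single pool per genotype. At D14 the erythroid genes also differed within WT, with 16 of 17 lower in replicates 2 and 3 than in replicate 1.

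Monocyte and macrophage markers, which the paper does not discuss, had a median of 0.68 over the 6 days (camera adjusted p = 0.0087; adjusted p = 0.71 with an estimated correlation), with 3 of 16 genes higher and none lower, and 5 higher when adjusted over the list alone.

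In the genes that the paper names, the genotype difference at D0 had another sign than that at a later day in the following cases. The change itself differed between genotypes in each. The WT arrays of D3 and D7, at which some of these cases lie, stood apart from all others. Bglap1 went from a genotype difference of −2.08 at D0 to 0.76 at D21, a difference of 2.83 (adjusted p = 3.71e-12). Bglap2 went from a genotype difference of −1.81 at D0 to 0.45 at D21, a difference of 2.26 (adjusted p = 1.33e-09). E2f1 went from a genotype difference of −1.78 at D0 to 0.97 at D28, a difference of 2.74 (adjusted p = 1.31e-08). Blm went from a genotype difference of −1.79 at D0 to 1.91 at D3, a difference of 3.70 (adjusted p = 9.43e-09). Prdx2 went from a genotype difference of −1.38 at D0 to 2.86 at D3, a difference of 4.24 (adjusted p = 1.39e-15). Igf1 went from a genotype difference of −0.57 at D0 to 2.69 at D3, a difference of 3.26 (adjusted p = 1.77e-11), and its second brightest probe gave 0.18 at D0.

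Col1a2 went from a genotype difference of 1.36 at D0 to −2.11 at D7, a difference of −3.47 (adjusted p = 6.88e-07). Ibsp went from a genotype difference of 2.01 at D0 to −1.55 at D7, a difference of −3.56 (adjusted p = 9.52e-12), and its second brightest probe gave 3.03 at D0 and 3.69 at D7. Col6a1 went from a genotype difference of 0.88 at D0 to −0.44 at D3, a difference of −1.32 (adjusted p = 9.18e-06), and its second brightest probe gave 1.10 at D0 and 2.84 at D3. C4b went from a genotype difference of 1.46 at D0 to −2.76 at D3, a difference of −4.22 (adjusted p = 4.04e-09). Igf2 went from a genotype difference of 1.75 at D0 to −0.92 at D14, a difference of −2.67 (adjusted p = 6.61e-11). Sema3f went from a genotype difference of 0.88 at D0 to −0.83 at D3, a difference of −1.70 (adjusted p = 3.52e-06). Serpinf1 went from a genotype difference of 0.43 at D0 to −1.44 at D3, a difference of −1.88 (adjusted p = 6.23e-09). Sp7 went from a genotype difference of 1.38 at D0 to −1.83 at D7, a difference of −3.21 (adjusted p = 4.57e-11).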

How the results depend on the processing

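Array weights, the second brightest probe and the days without D3 and D7 or with D0, D21 and D28 alone were tests chosen after seeing the data.

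Over all alternatives, 5856 values of named genes kept their side of the threshold, 526 no longer passed, 96 passed only then and 41 reversed. A reversal was counted only where the value passed in the main fit or in the alternative. Values that passed in neither may have changed sign and are among the 5856. Of the counts of genes, 218 stayed within 1.5 times the count given at the claims and 60 did not, and of the list results 255 kept their side, 15 no longer passed, 8 passed only then and 1 reversed. Genes below the median of all probes, among them most lymphocyte markers, were not tested, and the signal over background of single arrays was not measured here. The alternatives on another table, a 75th percentile scaling, background correction with neqc and the BeadChip as a block were not run, because these values could not be paired with samples, and the series matrix is the table used throughout. Unless a sentence says otherwise, the cause was not tested.

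With the mean of a gene's probes, the difference of Actb was 0.47 at D3, −0.18 at D21 and −0.070 at D28, that of Ibsp 1.23 at D3, 1.07 at D7 and 0.90 at D21, that of Col6a1 1.20 at D3 and 1.26 at D7, and that of Gpnmb −0.10 at D3. These reverse the brightest probe because the mean includes probes that go the other way. With the second brightest probe alone, the reversed values at D0 were −0.24 for Gpnmb and 0.18 for Igf1. At D3 they were 0.069 for Actb, 0.47 for Cd40, 2.84 for Col6a1, −1.27 for Gpnmb, 3.49 for Ibsp, 0.65 for Itga2b, 0.17 for Mmp13, −0.22 for Rilpl1 and −0.43 for Vegfa. At D7 they were 0.26 for Actb, −0.25 for Blm, 0.50 for Cd40, 2.66 for Col6a1, −1.66 for Gpnmb, 3.69 for Ibsp, −0.48 for Igf1, 0.19 for Itga2b and −0.57 for Mef2c. At D14 they were 0.21 for Hsd3b2 and 0.23 for Ibsp, and at D21 1.86 for Ibsp, −0.29 for Mef2c and 0.43 for Vegfa. At D28 they were −0.051 for Blm, −0.19 for Gpnmb, −0.61 for Mef2c, 0.033 for Mmp13 and −0.67 for Myog. With array weights, Col1a2 was −0.62 and Klf10 0.47 at D14.

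The number of genes that differ between genotypes moved most at D14. It was 3645 (283 over 2-fold) with array weights, 71 (51) with only the 6 arrays compared and 60 (12) with the methods' t-test, which gave 2003 (916) at D28. Leaving out each array in turn gave 269 (without RAG1-/- replicate 3) to 963 (without WT replicate 1) genes at D14, and 84 to 228 over 2-fold. At an adjusted p under 0.01 there were 1282 genes at D0, 243 at D14, 1634 at D21 and 1871 at D28, and with 1.5-fold in place of 2-fold 1703, 360, 2095 and 2601, by construction of the limits.

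Without a limit on fold and at an adjusted p under 0.05, which is looser by construction, the changes against D0 were 4629, 4549, 2922, 2445 and 2619 genes in WT and 1254, 1282, 1451, 2094 and 1478 in RAG1-/- at D3, D7, D14, D21 and D28. Leaving out each replicate number in turn gave 711 to 1547 genes in WT at D14 and 662 to 1018 at D28, and in RAG1-/- 140 to 262 at D3, 126 to 241 at D7, 283 to 443 at D14 and 217 to 351 at D28. For a change that differs between genotypes it gave 576 to 1319 at D14, 491 to 851 at D21 and 556 to 986 at D28.

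The number of genes that differ over the 6 days rests on single arrays and days. In limma it was 0 (4532 at an unadjusted p under 0.05) with no filter, 0 (3092) without D0, which leaves fractured bone only, 0 (2385) without D3, 0 (2200) without D7, 0 (2781) without D21, 0 (2787) without D28 and 0 (1811) without D3 and D7. It was 1468 without D14, 777 with no day block and 2661 with 36 arrays and the pool as a random block. Without a replicate number it ran from 0 (2859 unadjusted, without replicate 1) to 722.

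For lists over the 6 days, the adjusted p of monocyte and macrophage, erythroid, collagen and non-collagen matrix genes was 0.71 for each with an estimated correlation, and 0.152, 0.106, 0.143 and 0.152 with fry. Collagen genes gave 0.129 without D0 and 0.0581 without D21, and non-collagen matrix genes 0.129 without D0, 0.0644 without D3, 0.0688 without D7, 0.0581 without D21 and 0.238 without D3 and D7. Collagen processing and crosslinking genes gave 0.0224 without D3, 0.0208 without D7, 0.0109 without D14 and 0.00291 without D3 and D7. Megakaryocyte genes gave 0.0434 without D3 and 0.0125 without D3 and D7, and interferon gamma response genes 0.0382 without D28. Without D3 and D7, neutrophil markers gave 0.00739 and skeletal muscle genes 0.00813 in the other direction. With an estimated correlation over the 6 days, camera's adjusted p was 0.71 for each of collagen processing and crosslinking, megakaryocyte and interferon gamma response genes. It was 0.845 for neutrophil markers and 0.99 for skeletal muscle genes.

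A block for the replicate number assumes that arrays with a number belong together. Of 18 such pairs none correlated above 0.1 (−0.0343 to 0.0400), and 4 of 18 arrays were closest to their own number, so the numbers do not pair the arrays. With the block 480 values of named genes kept their side, 1 no longer passed and 0 reversed.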

Differences from the paper's values

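The second brightest probe and array weights were tests chosen after seeing the data.

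The paper's supplement gives 36 values for genes also computed here. They correlated with the log2 differences at 0.841 across genes and days, which are not independent replicates, and the median distance was 0.364 read as log2 and 2.08 read as a signed fold, with 4 of the paper's values between −1 and 1, where a signed fold cannot lie. They are therefore read as log2 here, and 32 of 36 have the same sign. For 31 of them the sign differed or the distance was larger than the spread between arrays, and for Col1a2 at D14 only the sign differed. That spread is the SD of technical arrays and does not measure how far separate calculations on the same arrays may differ. The alternatives set before the data were examined were no filter, the mean of a gene's probes, only the 6 arrays compared, the replicate block, the methods' t-test and each array left out, and where none is named below, all of them differed as well.

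At D0, in intact bone, Col1a1 was 2.05 in the paper and 2.20 here (no difference without WT replicate 3 or RAG1-/- replicate 3), Col2a1 1.448 in the paper and 1.76 here, and Col6a1 1.013 in the paper and 0.88 here (no difference with the mean of a gene's probes). Col9a2 was 1.876 in the paper and 3.42 here, Col18a1 1.400 in the paper and 1.84 here, and Col1a2 0.99 in the paper and 1.36 here (no difference without WT replicate 3 or RAG1-/- replicate 3). Ctsk was −1.474 in the paper and −1.79 here, osteocalcin, here Bglap1, −1.889 in the paper and −2.08 here, and Spp1 −1.444 in the paper and −1.92 here (no difference without WT replicate 1).

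At D3, Col6a1 was 2.614 in the paper and −0.44 here, Col18a1 1.107 in the paper and 1.38 here, Mgp 1.943 in the paper and 2.25 here, Ctsk −1.644 in the paper and −1.84 here and Spp1 −1.528 in the paper and −1.89 here. At D7, Col1a1 was 1.612 in the paper and 1.80 here (no difference without WT replicate 1, RAG1-/- replicate 1 or RAG1-/- replicate 3), and Col2a1 1.062 in the paper and 2.00 here (no difference without WT replicate 2, WT replicate 3 or RAG1-/- replicate 2). Col6a1 at D7 was 2.388 in the paper and −0.14 here, Col9a2 2.213 in the paper and 3.88 here, Col18a1 1.607 in the paper and 2.12 here (no difference without WT replicate 1 or RAG1-/- replicate 3), and Mgp 1.837 in the paper and 2.19 here. Col1a2 at D7 was −1.888 in the paper and −2.11 here (no difference without WT replicate 3, RAG1-/- replicate 1 or RAG1-/- replicate 2). The second brightest probe, chosen after seeing the values, gave 2.84 at D3 and 2.66 at D7 for Col6a1, and over the 14 of the paper's values that it covers it drops 3 of the 9 calls in the paper's direction and gains 3 (Col2a1 at D3 and Col6a1 at D3 and D7). Col2a1 at D3, whose 0.98 did not pass (adjusted p = 0.0924), also passed with the mean of a gene's probes (1.51) and with only the 6 arrays compared (adjusted p = 0.0193), and with array weights (0.93) and the second brightest probe (2.03), both chosen after seeing the values. For Col9a2, the WT means of 4.37 at D0 and 4.34 at D7 are near the floor, which limits the size of the difference that can be read.

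At D14, Col2a1 was −1.824 in the paper and −0.42 here, Col9a2 −1.155 in the paper and 0.29 here, osteocalcin, here Bglap1, −1.684 in the paper and −0.071 here, Mgp −2.126 in the paper and −1.09 here, and Col1a2 −0.472 in the paper and 0.038 here. Without WT replicate 1, Col2a1 (−1.30) and Col1a2 (−0.62) lay within the spread between arrays of the paper's values. Col9a2 (0.04), Bglap1 (−0.23) and Mgp (−0.86) still differed. That spread, 1.08 for Col2a1 and 0.81 for Col1a2, still includes replicate 1, so it cannot decide whether these values match the paper's. Array weights, chosen after seeing the values, gave −1.33 for Col2a1 and −0.62 for Col1a2 at D14, both within the same spread, and −0.25 for Bglap1. The weights drop 0 of the paper's 29 calls made in limma in its direction and gain 4 (Col2a1 at D3 and D14, Bglap1 and Col1a2 at D14). At D21, Col2a1 was 2.386 in the paper and 2.76 here, Col6a1 1.034 in the paper and 0.43 here and Col9a2 2.585 in the paper and 4.23 here. The second brightest probe, chosen after seeing the values and with the dropped calls given above, gave 1.05 for Col6a1 at D21 and −1.91 for Bglap1 at D0, and array weights gave 2.04 for Col18a1 at D7, each within the spread between arrays of the paper's value. At D28, Col1a2 was 1.183 in the paper and 1.58 here (no difference without WT replicate 1) and Ctsk −1.493 in the paper and −1.59 here (no difference without WT replicate 2, WT replicate 3 or RAG1-/- replicate 3).

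For Tnfrsf11a, the paper's p was 0.0102 at D3 and 0.0071 at D7, and limma's adjusted p was 5.06e-11 and 1.1e-09. Every one of those alternatives differed as well, with 0.000356 and 0.000565 from only the 6 arrays compared and 0.00296 and 0.00382 from the methods' t-test after adjustment (0.000458 and 0.00055 before it).

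The shares of the changed panel genes in RAG1-/- differed for 6 of the paper's 15 percentages, with lists written for this work in place of the commercial lists. The paper gives 20% for angiogenesis at D7, against 35.3% (no difference with the mean of a gene's probes), 12.5% at D14, against 23.3%, 9% at D21, against 29.5%, and 0% at D28, against 20.0%. For cytokines and growth factors at D3 the paper's 0% stands against 25.0%. For bone remodeling at D28 the paper's 67% stands against 44.0% (no difference without replicate 1 or without replicate 2). The bone shares at D3, D7, D14 and D21 stayed within that limit but were lower than the paper's. They were 45.0% against 67%, 47.1% against 60%, 48.8% against 62.5% and 50.8% against 73%. The alternatives no filter, mean of a gene's probes, replicate block, adjusted p under 0.05 with no fold limit, and without replicate 1, 2 or 3 otherwise differed as well.

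In directions, the paper states that Actb was downregulated in intact bone, where the brightest probe gave −0.06 (adjusted p = 0.79), while probes ILMN_2846865 and ILMN_2588055 gave −3.42 and −3.29 and the mean of a gene's probes gave −1.49 (adjusted p = 9.08e-06). It states that Mef2c was downregulated, where the brightest probe gave −0.27 (adjusted p = 0.63) while the mean of its probes gave −0.81 (adjusted p = 0.00409) and the second brightest, chosen after seeing the values, gave −1.78. The paper states that osteoglycin was upregulated in intact bone, where Ogn gave 0.10 (adjusted p = 0.882) at D0 and 3.78 at D3. For Col9a1, stated to be increased, the value was −0.20 (adjusted p = 0.791), Col10a1 was near the floor and not tested (−0.03), and Col8a1 has no tested probe, while Col9a2 and Col18a1 were higher. Dbp is stated to be upregulated at D7 and D14 and at no other day, and gave 2.26 at D7, 2.39 at D3 (adjusted p = 5.66e-06) and 0.78 at D14 (adjusted p = 0.369), where leaving out WT replicate 1 gave 1.58 (adjusted p = 5.74e-05) and array weights, chosen after seeing the values, gave 1.56 (adjusted p = 2.3e-11). Both of these D14 values rest mostly or wholly on WT replicates 2 and 3, which correlated with RAG1-/- D21 arrays at 0.980 and 0.979. The paper states that Vegf was upregulated and Serpinf1 downregulated at D7 and D14, where D7 went the stated way (2.07 for Vegfa and −1.16 for Serpinf1) and D14 gave −0.15 (adjusted p = 0.996) and 0.27 (adjusted p = 0.374). Col1a1 is stated to be upregulated from D3 to D21, and gave 2.44, 1.80, −0.08 (adjusted p = 0.999) and 1.16 at D3, D7, D14 and D21. The supplement states that matrix proteins other than collagen did not change in intact bone, where 8 of 21 non-collagen matrix genes were higher and none was lower.

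For Figure 7, the paper introduces its counts of genes going up or down as a comparison of RAG1-/- with WT. The counts here are changes against D0 of the same genotype, on lists written for this work, so the comparison may not be the same. The paper states that angiogenesis genes in RAG1-/- went up at D14 and D21 alone, where 2, 4, 7, 12 and 2 rose here at D3, D7, D14, D21 and D28. It states that cytokine genes in RAG1-/- went up at D14 alone, where 0, 1, 7, 6 and 4 rose. For the bone panel, the paper gives D21 in RAG1-/- and D14 in WT as the days with the most upregulated genes. Against D0, risen genes of the bone list peaked at the same days, with 31 and 37.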

Other observations

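The correlations between days, the sorting of splits by whether they leave a day whole and the choice of which genes and lists to describe were tests chosen after the results were seen.

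Genes of muscle, fat and cell division were higher at some days and lower at others. Of 29 skeletal muscle genes, 5 were higher and 7 lower at D0 (8 and 8 when adjusted over the list alone), 17 higher and 2 lower at D3, 19 higher and 2 lower at D7, 5 higher and 0 lower at D14, 0 higher and 22 lower at D21 and 4 higher and 16 lower at D28. At D3 the calcium release channel Ryr1 was higher by 3.84 and the calcium channel subunit Cacng1 by 3.94, with the WT arrays of that day standing apart, and at D21 the myosin Myh1 differed by −2.05 and Tcap by −1.65. Of 14 adipocyte genes, 1 was higher and 4 lower at D0 (1 and 7 when adjusted over the list alone), 1 higher and 6 lower at D3 and 6 higher and 1 lower at D28, where adiponectin (Adipoq) went from −2.51 at D0 to 1.99 and Cfd from −2.16 to 2.85. Cell cycle genes were higher at late days, with 14 higher and 0 lower at D21 and 16 higher and 0 lower at D28, among them the kinase Plk1 (1.86 at D21) and Prc1 (1.85 at D28).

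Markers of innate immune cells differed early and late. Macrophage genes were higher in RAG1-/- at D7 (10 higher and 0 lower of 16), where the WT arrays stood apart, and at D28 (13 higher and 0 lower), with D28 differences such as Ms4a7 (3.29), C1qb (2.58) and the mannose receptor Mrc1 (2.15). Neutrophil markers went both ways at D3 (8 higher and 4 lower of 17) and D7 (7 higher and 5 lower), and more were lower than higher at D14 (0 higher and 11 lower) and D28 (1 higher and 8 lower), with the calprotectin gene S100a8 at −2.54 and −2.10. Of 4 NK cell markers, 0 were higher and 1 lower at D0, 0 higher and 2 lower at D3 and 0 higher and 1 lower at D7, led by perforin (Prf1) with −2.87 at D7, and no other day gave a call. Of 22 type I interferon response genes, 1 was higher and 4 lower at D0 (1 and 4 when adjusted over the list alone), where Rsad2 gave −4.67, and 5 higher and 2 lower at D28, where Oasl2 gave 2.26. Of 9 MHC class II genes, 0 were higher and 0 lower at D0 in limma (4 with an unadjusted p under 0.05), 0 higher and 4 lower at D3, 0 higher and 4 lower at D21 and 2 higher and 0 lower at D28, with H2-DMa at 2.75. Of 22 immediate early and heat shock genes, 3 were higher and 5 lower at D0 (5 and 6 when adjusted over the list alone). The counts were 8 higher and 7 lower at D3, 6 and 5 at D7, and 2 and 3 at D28. At D14 3 were higher and 0 lower and at D21 9 and 0, with the heat shock protein Hspa1a at 2.07 at D14 and Fos at 2.44 at D21.

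Genotype differences of D3 and D7 correlated across genes at 0.858, those of D21 and D28 at 0.579, and those of D0 and D14 at −0.0712, where genes are not independent replicates. Over the 6 days 311 genes were higher and 151 lower in RAG1-/- (3411 at an unadjusted p under 0.05, lowest adjusted p = 0.0457), among them Acan (2.96), C1qtnf3 (2.50) and Lox (2.27) above and Slc4a1 (−5.20), Eraf (−4.85) and Slc38a5 (−4.36) below.

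For the difference over the days, 1 of 32 flips of genotype within days, the measured one, gave a count as large (462 genes against at most 269, with D14 flipped). This is the smallest share these flips can give, and chance is argued against only at that share. The flips cannot tell the genotype from another difference between WT and RAG1-/- arrays that the days share. The count was nevertheless 0 in limma without D0, D3, D7, D21 or D28, without replicate 1 and with no filter (3092, 2385, 2200, 2781, 2787, 2859 and 4532 genes at an unadjusted p under 0.05). For a change from D0 that differs between genotypes, 100 splits of the arrays were drawn, which shuffle technical arrays of a single pool per genotype and day and do not test differences between pools of mice. Splits as large as the measured one, itself included, were 4 of 100 at D3 (2570 genes against a highest other split of 3183), 9 at D7 (2243 against 3975), 2 at D14 (1087 against 1105), 7 at D21 (872 against 2426) and 6 at D28 (925 against 1301). At each of these days the highest other split called more genes than the measured one. Each of the other splits that was as large left the genotypes of the arrays of at least 1 day whole, kept or exchanged, so that the genotype difference of such a day enters its count. Splits that mix the genotypes at both days gave at most 2 genes in limma, but they put the genotype differences into the spread between arrays, with a residual SD of 0.401 to 0.456 against 0.379 as measured. These splits therefore do not show at any day whether chance can be excluded.

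For 3 arrays against 3, the 10 splits are too few for a share under 0.05, and the measured one alone (1 of 10) was as large in each comparison. Between genotypes the measured counts and the highest of the other splits were 2080 and 1 at D0, 5103 and 7 at D3, 4996 and 2 at D7, 479 and 206 at D14, 2528 and 0 at D21, and 3027 and 17 at D28. For changes against D0 in WT they were 2809 and 48 at D3, 2694 and 53 at D7, 1331 and 128 at D14, 1039 and 24 at D21, and 1016 and 93 at D28. In RAG1-/- the counts were 313, 290, 517, 811 and 438 at D3, D7, D14, D21 and D28, with 0 in each other split in limma.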
